# Distinct mechanisms regulate ventricular and atrial chamber wall formation

**DOI:** 10.1038/s41467-024-52340-3

**Published:** 2024-09-17

**Authors:** Marga Albu, Eileen Affolter, Alessandra Gentile, Yanli Xu, Khrievono Kikhi, Sarah Howard, Carsten Kuenne, Rashmi Priya, Felix Gunawan, Didier Y. R. Stainier

**Keywords:** Organogenesis, Morphogenesis, Experimental organisms

## Abstract

Tissues undergo distinct morphogenetic processes to achieve similarly shaped structures. In the heart, cardiomyocytes in both the ventricle and atrium build internal structures for efficient contraction. Ventricular wall formation (trabeculation) is initiated by cardiomyocyte delamination. How cardiomyocytes build the atrial wall is poorly understood. Using longitudinal imaging in zebrafish, we found that at least 25% of the atrial cardiomyocytes elongate along the long axis of the heart. These cell shape changes result in cell intercalation and convergent thickening, leading to the formation of the internal muscle network. We tested factors important for ventricular trabeculation including Nrg/ErbB and Notch signaling and found no evidence for their role in atrial muscle network formation. Instead, our data suggest that atrial cardiomyocyte elongation is regulated by Yap, which has not been implicated in trabeculation. Altogether, these data indicate that distinct cellular and molecular mechanisms build the internal muscle structures in the atrium and ventricle.

## Abstract (web summary)

Albu et al. show that muscle cells in the cardiac atrium construct structures through heterogeneous cell behaviors that are different, at the cellular and molecular levels, from those involved during ventricular chamber maturation.

## Introduction

The vertebrate heart consists of distinct chambers: the atria receive the blood from the circulation whereas the ventricles pump blood out of the heart into the circulation. Both the atrial and ventricular muscle walls are composed of complex inner structures important for the function of each chamber. However, it remains unclear whether these internal muscle structures in the different chambers are built through similar or distinct processes.

Cardiac ventricles form complex inner muscular networks known as trabeculae, which increase tissue mass and contraction force, thereby playing critical roles in cardiac function^1,2^. Cardiac atria form a similarly complex muscular network wherein a large crista terminalis (terminal crest) splits into thinner parallel pectinate muscles and Bachmann’s bundle. Together, these structures play important roles in action potential propagation and chamber contraction^1–9^. Since cardiac malformations are the most prevalent form of congenital defects^10^, how the embryonic heart develops to achieve its architecture has been under intense investigation. In addition, abnormal atrial architecture can lead to serious symptoms including arrhythmias^3,7,8,11,12^.

Atrial and ventricular cardiomyocytes (CMs) are known to have different cellular and molecular profiles as they differentiate^13–17^. In zebrafish embryos, atrial CMs initially appear more squamous while ventricular CMs appear more cuboidal^15,18,19^. At the molecular level, atrial and ventricular CM specification and differentiation are regulated in part by different pathways^15^. For example, the BMP pathway promotes atrial CM specification^19,20^ whereas the FGF pathway promotes ventricular CM specification^21–23^. In addition, atrial and ventricular CMs cluster separately in scRNA-sequencing datasets^14,24–27^, as they express different genes such as *MYH6* in atrial CMs and *MYH7* in ventricular CMs in fish and mammals^15,25,28–30^. Nevertheless, how these cellular and molecular differences affect morphogenetic mechanisms remains unexplored.

In the ventricle, the onset of trabeculation has been extensively investigated^2,31–53^. Trabeculae appear when a subset of the ventricular CMs, which initially form a polarized epithelium, delaminate to form multicellular clusters in the cardiac lumen. This delamination process requires Nrg/ErbB and Notch signaling^2,32–34,40–49,52,53^. Furthermore, blood flow/cardiac contractility is required for ventricular trabeculation, at least in part by promoting *nrg2a* expression in the endocardium^46,54,55^.

However, the cellular and molecular factors involved in atrial wall formation are unclear. Studies in chick have shown that as the atrium develops, inner wall CMs become distinct from outer wall CMs by expressing genes involved in action potential generation and propagation such as *Nav1.4* and *Cx40*, and by becoming more proliferative^7,56^. Furthermore, a clonal study in zebrafish suggests that up to 7 days post fertilization (dpf), atrial CMs display a squamous and round morphology, whereas at 14 dpf, the atrium appears to consist of a webbed network of rod shaped CMs^57^. However, the exact mechanisms involved in atrial morphogenesis remain unclear. Here, we use the zebrafish model to investigate this process as it allows for high-resolution longitudinal imaging^51^.

## Results

### A subset of atrial cardiomyocytes elongates in the direction of blood flow

In zebrafish, a contracting heart tube is visible by 24 h post fertilization (hpf)^58^, after which the heart loops to form the atrium and ventricle, which are separated by the atrioventricular canal (AVC)^2^. The heart then undergoes several morphogenetic events including AV valve formation starting around 56 hpf^59^, ventricular trabeculation starting around 60 hpf^49^, and atrial chamber morphogenesis^57^.

To determine the onset of atrial morphogenesis, we longitudinally imaged atrial development, and documented changes in cell behaviors that might lead to internal muscle structure formation. Taking advantage of the Airyscan imaging modality (Fig. 1a), we obtained clear 3D images of the atrium (Fig. 1b, b’; Supplementary Movie 1). To investigate atrial CM behavior, we imaged zebrafish larvae every 24 h, from 100 to 148 hpf, and observed a subset of CMs gradually elongating over this period (Fig. 1c–e’). To determine when cell elongation begins, we segmented atrial CMs to obtain their 3D shape index – a parameter describing cell shape in 3D - which revealed that a few atrial CMs start to elongate at 76 hpf, and that these shape changes become more prominent with time (Fig. 1f, g); at 100 hpf, approximately 15% of the atrial CMs are elongating, and at 124 hpf approximately 25% (Fig. 1g). During this cell elongation process, atrial CMs orient bidirectionally along the long axis of the heart (Fig. 1b’, h–h”’). These data show that atrial CMs undergo a cell behavior that is distinct from those taking place during ventricular trabeculation, i.e., CM apical constriction and delamination^51^, or from the previously hypothesized mechanism that drives atrial morphogenesis, i.e., division, budding and branching^57^.

**Fig. 1:**
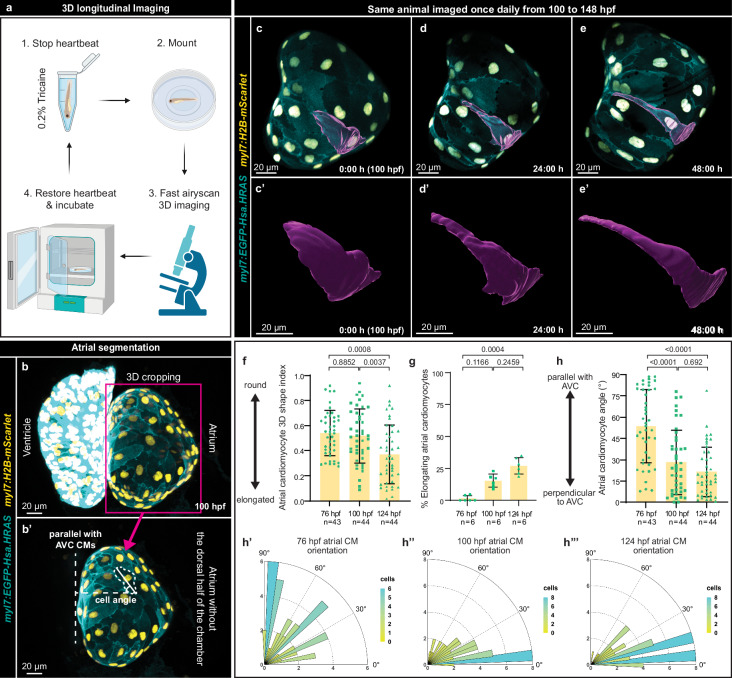
A subset of atrial cardiomyocytes gradually elongate along the long axis of the heart. **a** Schematic of 3D longitudinal imaging. Created with BioRender.com, released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. **b**, **b’** 3D image processing used throughout the study. 3D airyscan images of a 100 hpf larva showing both the atrium and ventricle (**b**) and only the atrium (**b’**) after 3D cropping in Imaris; CM membranes shown in cyan (*myl7:EGFP-Hsa.HRAS*) and CM nuclei in yellow (*myl7:H2B-mScarlet*); magenta square and arrow indicate cropped region; the solid line in b’ is the longest line through one atrial CM, and the dashed lines show how the angle (relative to the AVC) of the highlighted atrial CM (yellow dashed outline) was measured. **c**–**e’** 3D airyscan longitudinal imaging of the atrium at 100, 124, and 146 hpf; CM membranes shown in cyan (*myl7:EGFP-Hsa.HRAS*) and CM nuclei in yellow (*myl7:H2B-mScarlet*); one elongating CM shown in 3D (magenta). **f** 3D quantification of atrial CM shape at 76, 100, and 124 hpf (*n* = 43 atrial CMs from 6 hearts at 76 hpf, and n = 44 atrial CMs from 6 hearts at 100 and 124 hpf; each data point represents one atrial CM; average of 8 CMs per heart; ordinary one-way ANOVA with Tukey’s multiple comparison test). **g** Percentage of elongating atrial CMs at 76, 100, and 124 hpf (*n* = 6 hearts for all time points; each data point represents one heart; average of 20 CMs per heart; Kruskal-Wallis test with Dunn’s multiple comparison test). **h**–**h”**, Atrial CM angle measured at 76, 100, and 124 hpf (*n* = 43 atrial CMs from 6 hearts at 76 hpf, and *n* = 44 atrial CMs from 6 hearts at 100 and 124 hpf; each data point represents one atrial CM; average of 8 CMs per heart; Kruskal-Wallis test with Dunn’s multiple comparison test; 76 vs 100 hpf *p*-value = 0.32*10^−4^, 76 vs 124 hpf *p*-value = 0.67*10^−7^). Error bars are mean ± SD.

### Atrial cardiomyocyte elongation leads to cell intercalation

We hypothesized that the observed atrial CM elongation drives tissue architecture changes important for internal muscle structure formation. To test this hypothesis, we imaged larval hearts that mosaically express a cytoplasmic marker in atrial CMs, an approach that enables reliable tracking of individual cells (Fig. 2a–d). We then segmented neighboring and elongating CMs in 3D, prior to and during cell elongation. To improve visualization, we created both opaque (Fig. 2a’–d’) and transparent (Fig. 2a”–d”) 3D surfaces. Through this method, we observed that cell elongation leads to cell intercalation, as revealed by the overlap of the mTagBFP^-^ (white surfaces) and mTagBFP^+^ (magenta surfaces) atrial CMs (Fig. 2a–d”’). To understand how these beating CMs remain attached while intercalating, we examined the localization of the CM-specific cadherin, N-cadherin, in the region of cell intercalation (Fig. 2a”’–d”’). As atrial CMs elongate and intercalate, N-cadherin relocalizes from a continuous distribution on their lateral membranes to a punctate distribution on their apical and basal membranes (Fig. 2a”’–d”’; Supplementary Fig. 1a–b”) similar to what was observed during ventricular CM delamination^60^. We also noticed that while elongating, CMs form apicobasal N-cadherin-based adhesions, whereas the CMs that maintain their round configuration maintain their lateral N-cadherin based adhesions (Supplementary Fig. 1a–g). In addition, unlike compact layer ventricular CMs, some atrial CMs detached from their neighbors, as revealed by an actin ring (Supplementary Fig. 1h, h’) devoid of N-cadherin (Supplementary Fig. 1i, i’), possibly corresponding to the previously described regions of myocardial absence in the mature atrium^57^. In summary, we observed that atrial CM elongation leads to regional multilayering via cell intercalation, accompanied by changes in intercellular adhesion.

**Fig. 2:**
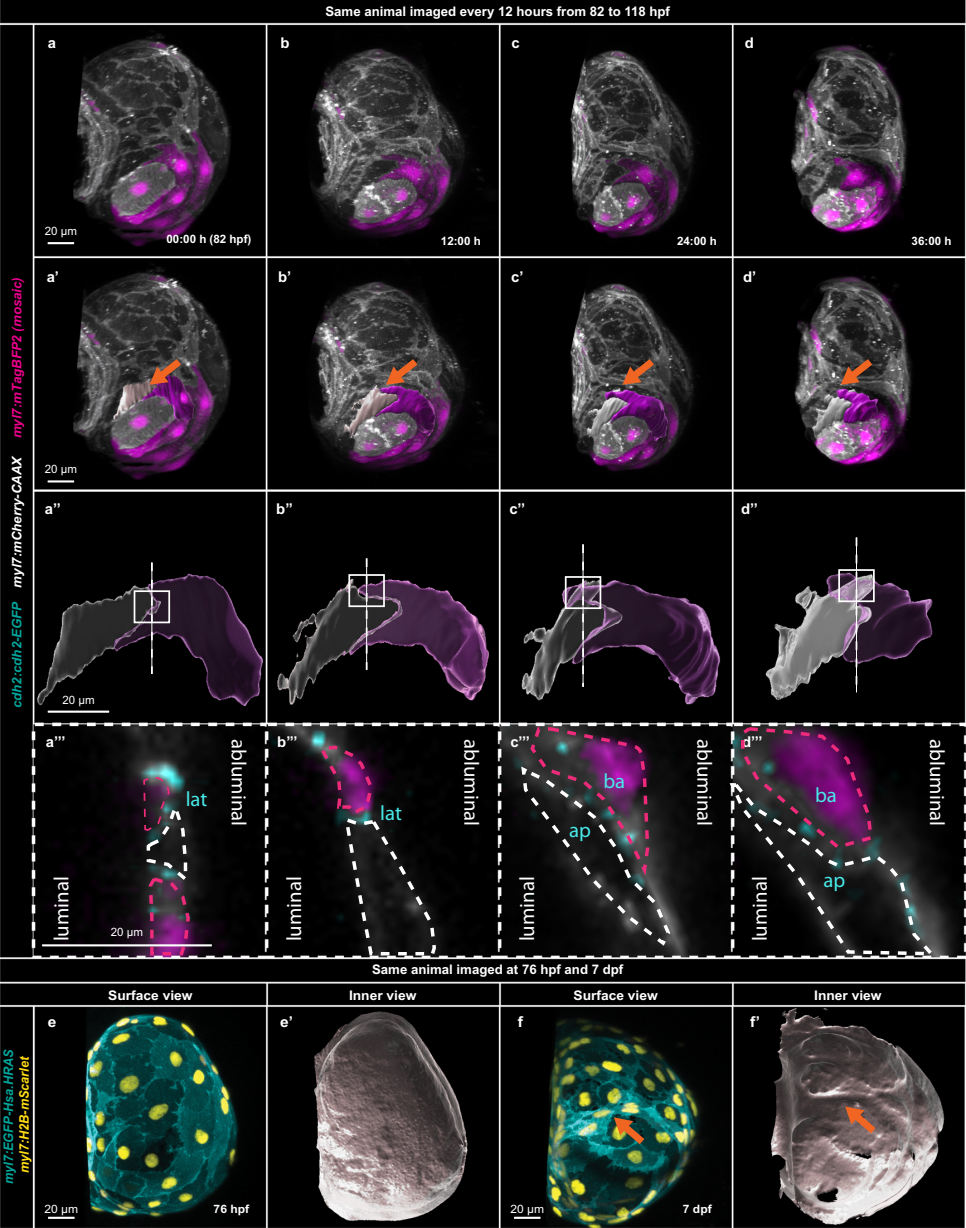
Atrial cardiomyocyte elongation leads to cell intercalation and convergent thickening. **a**–**d** 3D airyscan imaging of the same larva every 12 h from 82 to 118 hpf; CM membranes shown in white (*myl7:mCherry-CAAX*) and mosaic CM cytoplasmic expression in magenta (*myl7:mTagBFP2*). **a’**–**d”** 3D segmentation of two elongating and intercalating CMs reconstructed with opaque (**a’**–**d’**) and transparent (**a”**–**d”**) surfaces, revealing cell intercalation; orange arrow points to the segmented CMs; squares and dashed lines indicate cross-section region. **a”’**–**d”’**, Cross-sections through elongating atrial CMs; dashed lines outline the two intercalating CMs; N-cadherin shown in cyan (*cdh2:cdh2-EGFP*); lat–lateral adhesion; ap–apical adhesion, ba – basal adhesion; (**a**–**d**”’) all 3D surfaces of the mTagBFP2^+^ CM shown in magenta and all 3D surfaces of the mTagBFP2^-^ CM in white. **e**, **f** Outer surface views of 3D airyscan images of the same atrium at 76 hpf and 7 dpf; CM membranes shown in cyan (*myl7:EGFP-Hsa.HRAS*) and CM nuclei in yellow (*myl7:H2B-mScarlet*). **e’**, **f’** Inner surface views of the same 3D airyscan images at 76 hpf and 7 dpf; orange arrows point to CMs in the inner ridges.

### Convergent thickening leads to internal muscle structures in the atrium

We then asked whether this cell intercalation-driven multilayering, also known as convergent thickening^61^, builds the muscle structures inside the atrial wall. We created 3D surfaces of the atrial myocardium before (Fig. 2e, e’) and after (Fig. 2f, f’) CM elongation and observed ridges on the inner surface of 7 dpf atria. We thus hypothesized that the generation of these ridge-like structures in the atrium constitutes the first step in the formation of internal muscle structures, which are clearly present at 14 dpf (Fig. 3a, a’)^57^.

**Fig. 3:**
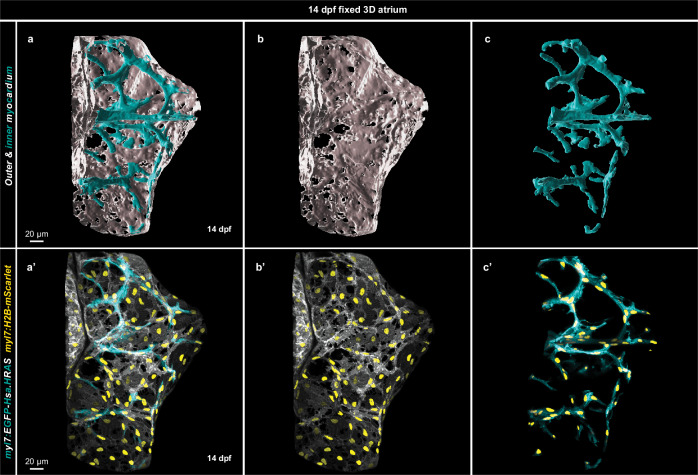
Elongated cardiomyocytes form the inner atrial muscle structures. **a**–**c** 3D surface rendering of a 14 dpf fixed atrium; outer layer myocardium shown in white and inner layer myocardium in cyan. **a’**–**c’** 3D confocal image of the atrium from which the surface rendering was created; CM membranes shown in white for outer layer CMs and in cyan for inner layer CMs; all CM nuclei are shown in yellow.

To test the hypothesis that the elongating CMs build these complex atrial muscle structures, we first segmented them from the rest of the myocardium at 14 dpf (Fig. 3a–c**;** Supplementary Movie 2). We observed that the inner muscle structures of the atrium were entirely composed of elongated CMs (Fig. 3a’–c’). We then used mosaic labeling to track the same atrial CMs from 124 hpf (Supplementary Fig. 2a–c) to 14 dpf (Supplementary Fig. 2a’-c’) and observed that elongating CMs present at 124 hpf form the internal muscle structures at 14 dpf. Furthermore, using this mosaic labeling in combination with longitudinal imaging, we determined and compared the shape index of mTagBFP^+^ atrial CMs at 124 hpf and 14 dpf. Through this analysis, we observed that a subset of round atrial CMs had become elongated by 14 dpf, leading to a high F-ratio value (Supplementary Fig. 2d). However, elongated atrial CMs never reverted to the round configuration and maintained their shape (Supplementary Fig. 2e). And while all the CMs in the inner layer of 14 dpf atria were elongated, the outer layer contained both elongated and round CMs (Supplementary Fig. 2f). Altogether, these data indicate that CM elongation and intercalation build the internal muscle structures in the zebrafish atrium.

We then investigated whether atrial CM elongation correlates with changes in myofibril organization. We noticed that at 14 dpf, myofibrils of the inner atrial muscle network, which is composed of elongated CMs, are all oriented in the same direction, in contrast to the myofibrils of the outer layer CMs, which display a stochastic arrangement (Supplementary Fig. 3a–c’). We also tracked the myofibrils of the elongating atrial CMs and observed that prior to cell elongation, they display a stochastic orientation (Supplementary Fig. 3d, d’). However, during CM elongation, these myofibrils start aligning in the direction of cell elongation and become significantly thicker (Supplementary Fig. 3d–g). Altogether, these data suggest that atrial CM elongation might regulate myofibril organization, and thus possibly cardiac contraction. Therefore, we hypothesized that atrial CM elongation helps increase contraction forces. We tested this hypothesis by first measuring the atrial ejection fraction before (74 hfp) and after (124 hpf) CM elongation (Supplementary Fig. 3h–i’) and found a significant increase during this time (Supplementary Fig. 3j). Altogether, these data suggest that atrial CM elongation, and associated myofibril maturation, are important to increase atrial contraction forces.

### Membrane protrusions drive atrial cardiomyocyte elongation

We next aimed to uncover the cellular processes that underlie atrial CM elongation. High-resolution imaging of the atrial CM membranes prior to cell elongation revealed small protrusions (Fig. 2e), leading us to hypothesize that atrial elongation is an active process driven by membrane protrusion formation. To test this hypothesis, we labeled the membrane protrusions of a few CMs through the mosaic overexpression of PH-Akt1-tdTomato-PEST, a tagged membrane-binding domain of zebrafish Akt1 (Fig. 4a). [AKT1 is known to localize to the leading front of migrating cells^62,63^, thereby enabling better visualization of membrane protrusions]. We tracked PH-Akt1-tdTomato-PEST^+^ atrial CMs and observed again their bidirectional elongation and the formation of membrane protrusions that appeared similar to lamellipodia and filopodia (Fig. 4b–d’)^64–66^. Lamellipodia are large membrane protrusions conventionally thought to be the primary drivers of cell migration, whereas filopodia are smaller protrusions that sense the environment and direct movement^64–66^. To test whether membrane protrusion formation drives atrial CM elongation, we overexpressed a dominant negative (DN) version of IRSp53 in CMs by using a *Tg(UAS:IRSp53DN-RFP)* line^67^ crossed to the *Tg(myl7:GAL4)* line^68^. IRSp53^DN^ inhibits actin filament formation in protrusions^67,69,70^, and upon CM specific IRSp53^DN^ overexpression, the proportion of elongating atrial CMs (Fig. 4e–g) and their orientation (Fig. 4e, f, h–h”) were significantly affected. In addition, we pharmacologically inhibited Rac1, a GTPase required for lamellipodia formation, and observed a significant reduction in atrial CM elongation (Fig. 4i–k), but not orientation (Fig. 4i, j, l–l”). These data are consistent with the role of lamellipodia in driving rather than directing cell migration, contrary to filopodia.

**Fig. 4:**
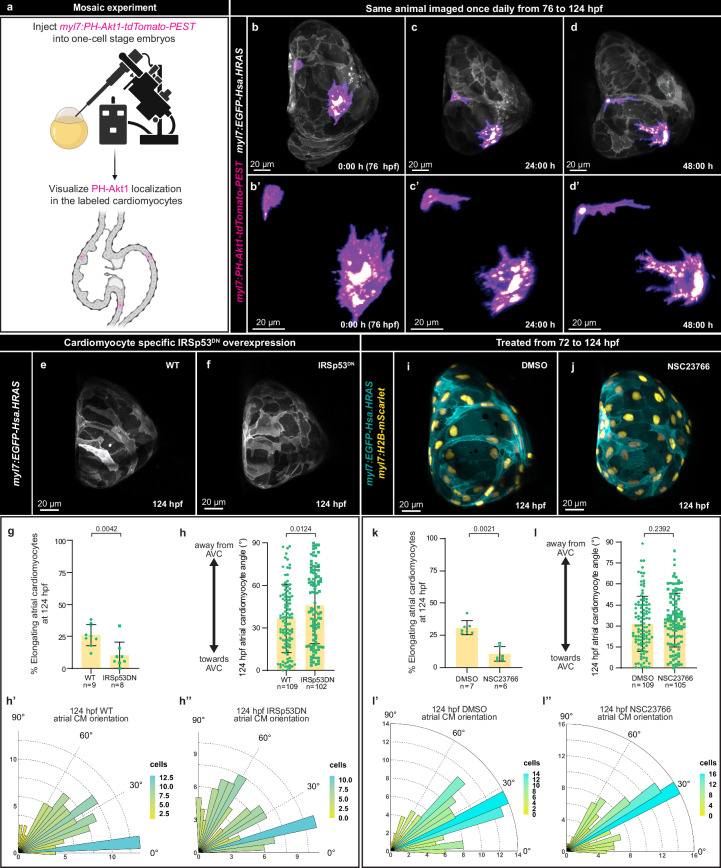
Atrial cardiomyocytes elongate through membrane protrusion formation. **a** Schematic of the membrane protrusion labeling of a few CMs, i.e., mosaic expression of the PH domain of Akt1 in CMs. Created with BioRender.com, released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. **b**–**d’** 3D airyscan imaging at 76, 100, and 124 hpf; CM membranes shown in white (*myl7:EGFP-Hsa.HRAS*) and PH-Akt1 localization in magenta (*myl7:PH-Akt1-tdTomato-PEST*). **e**, **f** 3D confocal images of the atrium from control sibling and IRSp53^DN^ overexpressing (*myl7:gal4; UAS:IRSp53DN-RFP*) larvae at 124 hpf; CM membranes shown in white (*myl7:EGFP-Hsa.HRAS*). **g** Percentage of elongating atrial CMs in 124 hpf control sibling and IRSp53^DN^ overexpressing larvae (*n* = 9 control and *n* = 8 IRSp53^DN^; each data point represents one heart; two-tailed Mann-Whitney test). **h**–**h”**, Atrial CM angle measured in 124 hpf control siblings and IRSp53^DN^ overexpressing larvae (*n* = 109 atrial CMs from 9 control hearts and *n* = 102 atrial CMs from 8 IRSp53^DN^ overexpressing hearts; each data point represents one atrial CM; two-tailed Mann-Whitney test). **i**, **j** 3D confocal images of the atrium from DMSO-treated (**i**) and Rac1 inhibitor-treated (**j**) larvae at 124 hpf; CM membranes shown in cyan (*myl7:EGFP-Hsa.HRAS*) and CM nuclei in yellow (*myl7:H2B-mScarlet*). **k** Percentage of elongating atrial CMs in DMSO- or Rac1 inhibitor-treated larvae at 124 hpf (*n* = 7 DMSO and *n* = 6 Rac1 inhibitor; each data point represents one heart; two-tailed Mann-Whitney test). **l**–**l”**, Atrial CM angle measured in 124 hpf DMSO-treated and Rac1 inhibitor-treated larvae (*n* = 109 atrial CMs from 7 DMSO hearts and *n* = 105 atrial CMs from 6 Rac1 inhibitor hearts; each data point represents one heart; two-tailed Mann-Whitney test). Error bars are mean ± SD.

Membrane protrusion formation and stabilization are regulated by cell contractility, which depends upon non-muscle myosin activity^66^. To test the role of non-muscle myosin activity in CM elongation, we overexpressed constitutively active (CA) and DN forms of the non-muscle myosin MYL9 in CMs using the *myl7* promoter. Overexpressing MYL9^CA^ significantly increased atrial CM elongation, whereas overexpressing MYL9^DN^ reduced it (Supplementary Fig. 4a–d). As *myl7* is active from 15 hpf^71^, we tested whether atrial CM elongation could be induced to start prematurely or whether there is a mechanism that prevents premature elongation. Surprisingly, even though MYL9^CA^ was present in CMs from an early stage, as assessed by EGFP expression, atrial CM elongation was only observed from 76 hpf onwards, in both control and MYL9^CA^ overexpressing larvae (Supplementary Fig. 4e–k). However, the number of elongating atrial CMs in both 76 and 100 hpf MYL9^CA^ overexpressing larvae was at least doubled compared with control (Supplementary Fig. 4e-k).

Next, we hypothesized that the formation of small membrane protrusions prior to CM elongation was required for the emergence of larger oriented protrusions. To test this hypothesis, we determined the average number of membrane protrusions per CM in 76 hpf atria of wild-type, CM specific MYL9^DN^ overexpressing (Supplementary Fig. 5a–c, Supplementary Table 1), and IRSp53^DN^ overexpressing (Supplementary Fig. 5d–f, Supplementary Table 1) larvae. No reduction in the number of small membrane protrusions was observed in MYL9^DN^ overexpressing larvae (Supplementary Fig. 5a–c, Supplementary Table 1), suggesting that CM specific MYL9^DN^ overexpression does not impair atrial CM elongation by inhibiting the formation of small protrusions. In contrast, IRSp53^DN^ overexpression appeared to reduce the number of small membrane protrusions (Supplementary Fig. 5e, Table 1), perhaps leading to the observed impairment in both CM elongation and orientation (Fig. 4e–h”). Altogether, these data indicate that atrial CM elongation is an active process driven by membrane protrusion formation.

### Atrial morphogenesis is not regulated by factors important for ventricular trabeculation

Given the importance of the Notch and Nrg/ErbB signaling pathways during various aspects of cardiac morphogenesis including ventricular wall formation^51^, we aimed to test whether they were also involved in atrial wall formation. We first searched for Notch signaling pathway activity in the atrium during atrial CM elongation, but observed no Notch reporter expression in the atrium between 100 and 148 hpf (Supplementary Fig. 6a–c). Consistent with these data, the number of elongating atrial CMs and the process of atrial convergent thickening did not change significantly after Notch inhibitor treatment between 72 and 124 hpf (Supplementary Figs. 6d–f). Furthermore, we observed no significant differences in the number of elongating CMs or in the formation of inner myocardial ridges in the atrium of 124 hpf *erbb2* mutants compared with homozygous wild-type siblings (Supplementary Fig. 6g–i), despite the presence of *nrg2a* expression in the larval atrium^46^. We also tested the role of cardiac contractility since it is also required for various aspects of cardiac morphogenesis including ventricular wall formation^41,54^, but the number of elongating CMs or the formation of inner myocardial ridges in the atrium were not significantly affected by decreased contractility following BDM treatment from 96 to 124 hpf (Supplementary Fig. 6j–l). Lack of atrial CM contractions in *amhc/myh6* mutants^72^ also did not block atrial CM elongation or intercalation, but slightly reduced the percentage of elongating atrial CMs (Supplementary Fig. 6m–o). However, the abnormal expansion of the atrial chamber in BDM-treated larvae and in *myh6* mutants could itself lead to atrial CM elongation, and thus single cell resolution approaches will be required to further address the role of atrial CM contractility in their elongation. Altogether, these data indicate that the key regulators of ventricular trabeculation such as the Notch and Nrg/ErbB signaling pathways are not required for atrial morphogenesis.

### Atrial morphogenesis is regulated through Yap activity

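Atrial CMs were sorted at 48 and 72 hours post fertilization (hpf) from dissected hearts of zebrafish carrying reporters for atrial CMs (myh6:mTagBFP2), ventricular CMs (myh7:mCherry-NTR) and Wnt/β-catenin activity (7XTCF-Sia:eGFP), and their RNA was sequenced in bulk with 3 replicates per stage. The cells of replicates 1 and 2 were sorted on a BD FACSAria and a BigFoot instrument, those of replicate 3 on the BigFoot only. The authors trimmed the single-end reads with Trimmomatic, aligned them to danRer11 with STAR, removed duplicate, multi-mapping, ribosomal and mitochondrial reads, and counted the reads overlapping the exons of each gene with featureCounts, without reads that overlap several genes. The deposited values are these counts, not normalized, for 23000 genes, of which 1678 had no count in any library. The totals were 4723024, 5629941 and 3694451 counts for replicates 1, 2 and 3 at 48 hpf, and 4541886, 4464674 and 3577234 counts for replicates 1, 2 and 3 at 72 hpf. The smallest share that a library can show, taken as 3 counts, was between 0.533 and 0.839 CPM (counts scaled to the library total), a limit that covers counting error only because the reads carry no molecular identifiers. Duplicate removal in single-end data can limit the counts of the most abundant genes, and the largest share taken by one gene was 0.403% (ttn.2 in replicate 1 at 72 hpf). Across genes, which are not independent replicates, Spearman correlations between libraries were 0.860 to 0.915 within 48 hpf, 0.875 to 0.897 within 72 hpf and 0.809 to 0.897 between the stages. The counts were compared between the stages with edgeR's quasi-likelihood test after TMM normalization, for the genes with a mean normalized count above 5 over the 6 libraries. Differentially expressed genes were called at the thresholds of the paper's methods, an adjusted p-value below 0.05 and a log2 fold change beyond 0.585 in either direction. The filter, the normalization and the test could each change these calls, and all of them were varied.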

To uncover the molecular cues underlying atrial CM elongation, which is clearly visible by 100 hpf (Fig. 1), we isolated 48 and 72 hpf atrial CMs through fluorescence activated cell sorting (FACS), and performed bulk RNA-sequencing (Supplementary Fig. 7). 

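Of the 16100 genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1 gene higher and 0 genes lower at 72 hpf than at 48 hpf. At an unadjusted p-value under 0.05, 503 genes were higher and 904 were lower. The gene called was nr1d1, a clock gene on chromosome 3 of danRer11 from 23488652 to 23496223, which had 4, 1 and 1 counts at 48 hpf and 794, 503 and 406 counts at 72 hpf. Its log2 fold change was 8.17 (adjusted p = 0.0109 from edgeR). The standard error was 0.53, calculated from edgeR's F statistic as are all such errors here, and 0.66 with DESeq2. The gene was called in 1 of the 6 fits that each left out one library. Those fits have fewer libraries, so a lost call does not by itself show an unstable difference. Of 15 other genes of the same arm of the clock (nr1d, per, dbp and tef genes and relatives), listed after the gene table was first seen, 14 also had a higher estimate at 72 hpf. DESeq2, the tool of the paper's methods, moved the counts most among the alternatives chosen in advance, with 186 genes called higher and 451 called lower, and DESeq2 fits added after the data were seen called more. Of those 451 lower genes, 189 (41.9%) were at or under 3 counts in all 72 hpf libraries. Of the 186 higher genes, 11 (5.9%) were at or under 3 counts in all 48 hpf libraries. When the 6 libraries were split into 3 and 3 in the 9 other ways, each of which keeps part of any difference between the stages, DESeq2 called 7 to 268 genes. In counts simulated from these libraries with 200 changed genes and edgeR's own dispersion estimates, edgeR recovered 68 of them with 5 false calls, and DESeq2 recovered 118 with 102 false calls. The 3 libraries of one stage were all above those of the other for 2667 genes (16.6%), where 10% would be so by chance.

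A set of DNA replication genes fixed before the data were examined had 50 members among the genes tested, and 47 of them had a higher estimate at 72 hpf, with a median log2 fold change of 0.58 against -0.02 for all genes. The edgeR calls included 0 of the set, so Fisher's exact test on them could give only a p of 1 and does not test the set. At an unadjusted p-value under 0.05, 14 of its genes were higher. With DESeq2's calls the set held 5 of the 186 genes called higher (adjusted p = 0.000488, one-sided Fisher's exact test). The camera test of limma, which compares a set with all other genes at a fixed inter-gene correlation of 0.01, gave an adjusted p of 1.94e-12 for the set. To see what camera gives for differences between libraries of one stage, the 9 other splits were tested with the stage as a covariate. For this set the adjusted p was then under 0.05 in 3 of the 9, the smallest being 0.00633.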

Unbiased pathway enrichment analysis of genes significantly upregulated at 72 hpf compared with 48 hpf uncovered genes promoting cell cycle progression (Supplementary Fig. 8a). We searched for the time point at which most atrial CMs enter S-phase by using a 24-hour EdU pulse assay starting at 48, 72, 96, and 120 hpf (Supplementary Fig. 8b). Interestingly, we found the highest proportion of EdU^+^ atrial CMs at 96 hpf (Supplementary Fig. 8b). Furthermore, we observed a significant increase in the number of atrial CMs at 124 hpf (Supplementary Fig. 8c). Altogether, these data suggest that at 72 hpf, atrial CMs upregulate the expression of genes that promote cell cycle progression and subsequently proliferate. 

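Cell cycle genes were also compared by phase, with lists for S phase and for G2/M phase that were fixed before the data were examined. Of 42 S phase genes tested, 41 had a higher estimate at 72 hpf, with a median log2 fold change of 0.60, and 10 were higher at an unadjusted p-value under 0.05 from edgeR's quasi-likelihood test. None of the 42 was called after adjustment over all genes, whereas DESeq2 called 6 of them higher (adjusted p = 5.91e-05 for the set, one-sided Fisher's exact test). The list shares 14 genes with the DNA replication set and is not independent of it. Of 52 G2/M genes tested, 46 had a higher estimate at 72 hpf, with a median log2 fold change of 0.75. At an unadjusted p-value under 0.05, 9 of these were higher and 0 were lower, 0 were called by edgeR, and 6 were called by DESeq2 (adjusted p = 0.000104, one-sided Fisher's exact test). The camera test gave an adjusted p of 1.26e-12 for the G2/M set in limma. Of the 9 splits of the libraries that mix the stages, tested with the stage as a covariate, 6 gave an adjusted camera p under 0.05 for this set, down to 1.41e-09, and 3 did so for the S phase set, down to 0.000609. None of these was as small as for the split by stage, which was fitted without that covariate. Without the covariate, 1 of the 9 splits gave a smaller p for the G2/M set (adjusted p = 5.61e-17, camera) and 0 did for the S phase set. Those splits keep part of the stage difference. Starting from the genes called higher at 72 hpf, and adding the EdU pulse assay and the atrial CM numbers, the paper proposes that cell cycle genes rise at 72 hpf and that the atrial CMs proliferate afterwards.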

As such, the peaks of atrial CM elongation (Fig. 1f) and atrial CM proliferation (Supplementary Fig. 8c) coincide at 124 hpf.

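The genes named in the DNA replication bar of Supplementary Fig. 8a are pcna, mcm3, mcm5, mcm6, pola2, cdk1, ccna2, trip13, orc5, esco2 and cdkn1a. In all 11, every 72 hpf library had a higher normalized count than every 48 hpf library (two-sided exact permutation p = 0.1 for each, the smallest that 3 libraries against 3 allow). Their log2 fold changes ranged from 0.54 to 2.71. The unadjusted p-values from edgeR's quasi-likelihood test ranged from 0.00105 to 0.0246, and after adjustment over all genes tested they ranged from 0.320 to 0.502, so that 0 of the 11 were called. Adjusted over the 11 genes alone, all 11 were below 0.05, but the list was chosen by the paper from these same libraries, so this adjustment shows no stability. Under that list-wise adjustment 3 of the 11 passed without replicate 3 at 72 hpf and 10 or 11 in each of the other leave-one-out fits, while 0 passed with replicates 1 and 2 only. DESeq2 gave adjusted p-values from 3.2e-05 to 0.0440 and called 10 of the 11. It did not call pcna, whose log2 fold change of 0.55 in that fit lies below the threshold.

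On danRer11, cdkn1a lies on chromosome 22 from 603382 to 607812 and encodes a cyclin-dependent kinase inhibitor. Its count, normalized by TMM, rose from 104 ± 29.5 (SD, n = 3) at 48 hpf to 338 ± 50.5 (SD, n = 3) at 72 hpf, a log2 fold change of 1.70 with a standard error of 0.33. The cyclin gene ccna2 (chromosome 14 from 46354648 to 46374870) rose from 132 ± 55.3 to 415 ± 51.5 normalized counts, and cdk1 (chromosome 17 from 20923691 to 20929461) rose from 242 ± 60.3 to 550 ± 131 normalized counts. The DNA polymerase alpha subunit gene pola2 (chromosome 8 from 17174796 to 17184482) had 153, 118 and 42 counts at 48 hpf and 232, 231 and 348 at 72 hpf. The origin recognition gene orc5 (chromosome 4 from 22353465 to 22363709) had 118, 41 and 95 counts at 48 hpf and 208, 210 and 293 at 72 hpf. The sister chromatid cohesion gene esco2 (chromosome 20 from 39344889 to 39359154) had a log2 fold change of 1.37 with a standard error of 0.45. The largest change was in trip13 (chromosome 16 from 52966812 to 52991487), with 26, 54 and 2 counts at 48 hpf and 122, 115 and 187 counts at 72 hpf. It overlaps brd9, which the annotation places on the opposite strand, and because the methods do not state whether strand was used in counting its counts are uncertain. The smallest change was in pcna (chromosome 10 from 40821804 to 40826657), with 609 ± 67.3 normalized counts at 48 hpf and 886 ± 53.1 at 72 hpf.

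Among the minichromosome maintenance genes, mcm6 (chromosome 6 from 12968101 to 12985390) had a log2 fold change of 0.80, mcm5 (chromosome 3 from 25999477 to 26011440) one of 0.73 and mcm3 (chromosome 20 from 34770197 to 34783743) one of 0.62, the latter overlapping stmn4 on the opposite strand. The members mcm2, mcm4 and mcm7, which are not in the figure, had log2 fold changes of 0.52, 0.33 and 0.29, and neither edgeR nor DESeq2 called them. With DESeq2, mcm2 had an adjusted p of 0.0176 and missed the call only by its fold change, as pcna did. The adjusted p from DESeq2 was 0.372 for mcm4 and 0.411 for mcm7.

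**Figure D1:**
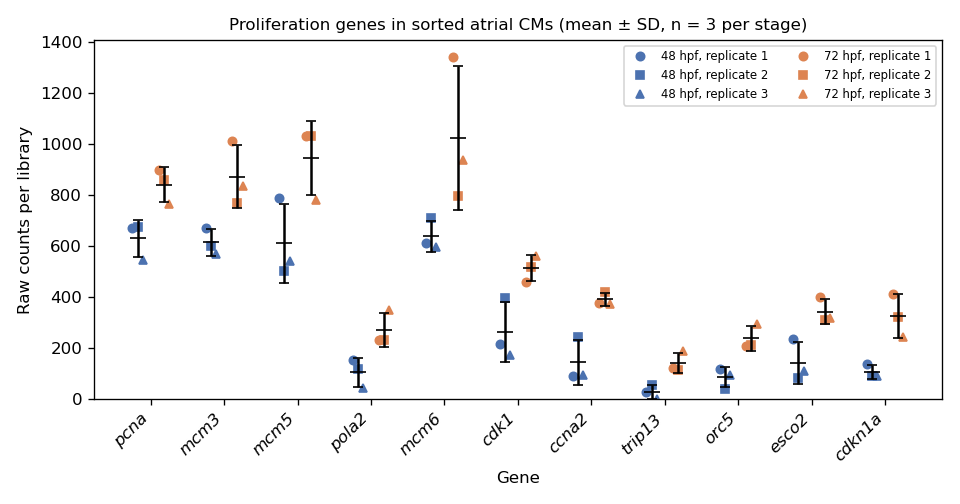
Raw counts per library (y axis) of the 11 proliferation genes (x axis) in sorted atrial CMs at 48 hpf (blue) and 72 hpf (orange), with the mean and SD of 3 libraries per stage in black and a marker shape for each replicate. The 72 hpf libraries of cdkn1a have 413, 320 and 243 counts, all above its 139, 92 and 89 counts at 48 hpf.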

The Hippo pathway is a well-known regulator of cell proliferation and tissue morphogenesis^73^, and several of the proliferation genes significantly upregulated at 72 hpf, including *pcna*, *mcm* genes, *pola2*, *cdk1, ccna2, trip13, orc5, esco2*, and *cdkn1a* are known Hippo targets^74,75^ (Supplementary Fig. 8a). During zebrafish cardiac development, Hippo pathway inhibition through *lats1* and *lats2* inactivation led to an increase in atrial CM numbers^76^. Thus, we hypothesized that the increase in atrial CM proliferation observed in wild-type larvae after 74 hpf occurs through changes in Hippo pathway activity. 

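Expression of yap1, wwtr1, tead3a, lats1, lats2 and sav1, the genes of Supplementary Fig. 8d, was read from the same libraries as raw counts, the unit of that figure. The transcriptional effector gene yap1 (chromosome 18 of danRer11 from 37283765 to 37355666) had 1763 ± 345 raw counts (SD, n = 3) at 48 hpf and 1624 ± 238 (SD, n = 3) at 72 hpf. The gene of its paralog Taz, wwtr1 (chromosome 22 from 38049130 to 38114599), had 296 ± 92.4 and 188 ± 73.7 raw counts at these stages, and the Tead transcription factor gene tead3a (chromosome 23 from 5499307 to 5558256) had 356 ± 61.5 and 309 ± 98.2. For the kinase genes, lats1 (chromosome 20 from 1240461 to 1268869) had 645 ± 362 raw counts at 48 hpf and 406 ± 167 at 72 hpf, and lats2 (chromosome 9 from 21277846 to 21299336) had 243 ± 93.6 and 199 ± 103. The scaffold gene sav1 (chromosome 13 from 36787077 to 36798204) had 475 ± 149 and 470 ± 94.6 raw counts. Every one of these genes was above 3 counts in all 6 libraries, the lowest being 82 counts of lats2 in replicate 1 at 72 hpf. Their log2 fold changes lay between -0.53 for wwtr1 and 0.14 for sav1, and the adjusted p-values from edgeR's quasi-likelihood test lay between 0.679 and 0.995, with 0 of the 6 under an unadjusted p-value of 0.05, so none was called as different between the stages. The estimates for yap1, tead3a and lats2 were close to 0 and changed direction in fits that left out a library, as lats2 did from -0.05 to 0.36 without replicate 1 at 72 hpf.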

Consistent with this hypothesis, we observed expression of Hippo pathway genes including the transcriptional effector genes *yap1* and *wwtr1* in atrial CMs at both 48 and 72 hpf (Supplementary Fig. 8d). We then used a Yap1 antibody, previously validated during zebrafish cardiac development^77,78^, and observed immunostaining in the nucleus of approximately 10% of atrial CMs at 76 hpf, which increased to approximately 25% at 100 hpf, before decreasing to approximately 15% at 124 hpf (Supplementary Figs. 8e–f’). However, nuclear Yap1 immunostaining was not clearly observed in elongating atrial CMs (6 hearts examined at 124 hpf) (Supplementary Fig. 8g, g’).

We then tested whether Yap1 was required for atrial morphogenesis. We incubated larvae from 72 to 124 hpf with K-975 or IWR-1, two inhibitors previously used in zebrafish^79–81^. K-975 blocks the interaction between Yap and its co-activator Tead^82^, and IWR-1 is a tankyrase inhibitor that can sequester Yap inside the cytoplasm^83^. Both K-975 and IWR-1 treatments reduced atrial CM elongation (Fig. 5a–h”). Although IWR-1 can also inhibit the Wnt/β-catenin signaling pathway, we did not observe Wnt/β-catenin reporter activity in atrial CMs (Supplementary Fig. 9a–c), and overexpression of the Wnt/β-catenin pathway inhibitor Axin1 in atrial CMs did not affect atrial CM elongation significantly (Supplementary Fig. 9d–f).

**Fig. 5:**
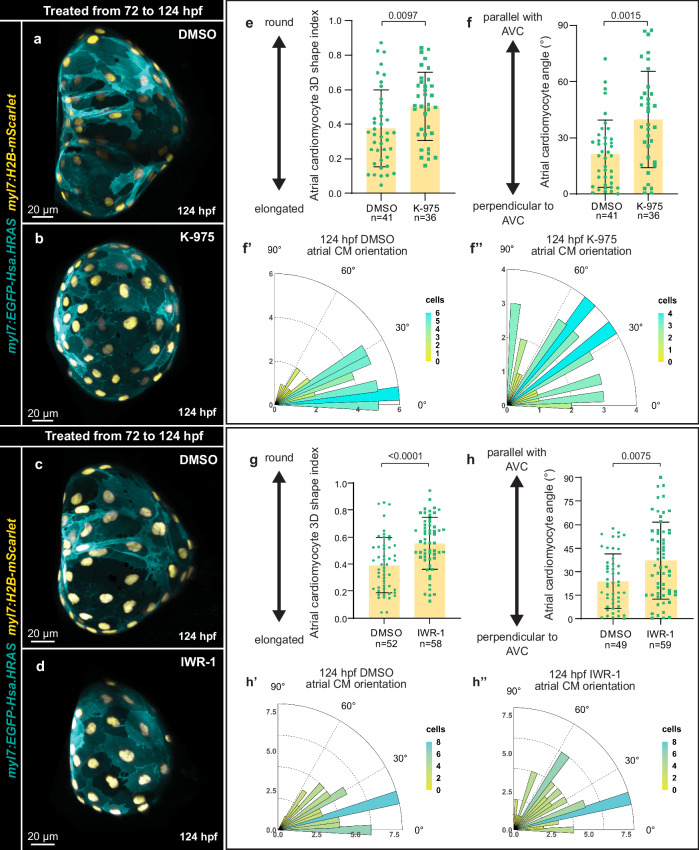
Hippo pathway inhibition affects atrial cardiomyocyte elongation. **a**–**d** 3D airyscan images of atria from 124 hpf larvae treated from 72 to 124 hpf with DMSO (**a**, **c**), K-975 (**b**), or IWR-1(**d**); CM membranes shown in cyan (*myl7:EGFP-Hsa.HRAS*) and CM nuclei in yellow (*myl7:H2B-mScarlet*). **e**, **g** 3D quantification of atrial CM shape in 124 hpf larvae treated from 72 to 124 hpf with DMSO, K-975, or IWR-1 (*n* = 41 atrial CMs from 4 DMSO hearts, *n* = 36 atrial CMs from K-975 hearts, *n* = 52 atrial CMs from 5 DMSO hearts, and *n* = 58 atrial CMs from 5 IWR-1 hearts; each data point represents one atrial CM; average of 10 CMs per heart two-tailed Mann-Whitney test (**e**); two-tailed unpaired Student’s t-test *p*-value = 0.48*10^-4^ (**g**)). **f**–**f”, h**–**h”**, Atrial CM angle measured in 124 hpf larvae treated from 72 to 124 hpf with DMSO, K-975, or IWR-1 (*n* = n = 41 atrial CMs from 4 DMSO hearts, *n* = 36 atrial CMs from 4 K-975 hearts, *n* = 49 atrial CMs from 5 DMSO hearts, and *n* = 59 atrial CMs from 5 IWR-1 hearts; each data point represents one atrial CM; average of 10 CMs per heart; two-tailed Mann-Whitney tests). Error bars are mean ± SD.

At the cellular level, atrial CM elongation is an active process driven by cytoskeletal changes (Fig. 4). To investigate whether the Hippo pathway is required upstream or downstream of these cytoskeletal changes, we treated MYL9^CA^ overexpressing larvae and control siblings with K-975 or IWR-1 and observed a rescue in the number of elongating atrial CMs in both treatment conditions (Supplementary Fig. 10a–g). However, K-975 or IWR-1 treatments did not appear to have an effect on the ability of atrial CMs to form small membrane protrusions (Supplementary Fig. 10h–k, Supplementary Table 1). Altogether, these data suggest that atrial CM elongation is regulated, at least in part, by the Hippo pathway, and that the cytoskeletal changes important for CM elongation, but not for small membrane protrusion formation, occur downstream of the Hippo pathway.

Hippo pathway inhibition negatively affected atrial CM elongation, therefore we tested whether this inhibition would also affect cardiac function (Supplementary Fig. 3). K-975 and IWR-1 treatments blocked the increase in myofibril thickness and alignment observed in control larvae (Supplementary Fig. 11a–f). Analysis of the inner atrial myocardial surface of DMSO- versus K-975- or IWR-1-treated larvae revealed the loss of the complex ridges at 124 hpf (Supplementary Fig. 11h–j). Furthermore, the atrial ejection fraction (Supplementary Fig. 11g), but not the heart rate (Supplementary Fig. 11k), was significantly reduced upon both treatments, suggesting that the decreased in atrial CM intercalation and in myofibril organization affects atrial chamber contraction.

### Yap1 establishes a cell heterogeneity important for atrial morphogenesis

To investigate how Yap1 regulates atrial CM elongation at the single cell level, we took advantage of a DN form of zebrafish Yap1 fused to a nuclear localization signal (NLS)^84,85^. We cloned this NLSYap1^DN^ construct downstream of a heat shock-inducible promoter (*hsp70l:lox-TagBFP-STOP-lox-NLS-Yap1DN-t2a-mCherry*, abbreviated *hsp70l:LSL-NLSYap1DN*), and injected the resulting plasmid into *myh6:creERT2* embryos which allowed for atrial CM-specific expression upon cre-mediated recombination (Fig. 6a–c). Yap1^DN^ overexpression, visualized by mCherry expression, was specifically present in atrial CMs in a mosaic fashion upon tamoxifen treatment and heat shock (Fig. 6c). Notably, quantification of the percentage of elongating CMs that were wild-type (TagBFP^+^) or Yap1^DN^ positive (mCherry^+^) revealed more elongating CMs that overexpressed Yap1^DN^ (Fig. 6d), suggesting that CMs with impaired Yap activity have a higher propensity to elongate. Thus, global inhibition of Yap activity reduced the number of elongating atrial CMs, while CMs with impaired Yap activity have a higher propensity to elongate. To investigate this apparent discrepancy, we looked more closely at atrial CM proliferation and observed that global inhibition of Yap activity also reduced atrial CM numbers (Supplementary Fig. 12a, b). To investigate the relationship between CM division and elongation, we incubated larvae from 72 to 124 hpf with the DNA replication inhibitor Aphidicolin, which resulted in a reduction in atrial CM numbers (Supplementary Fig. 12c), consistent with previous data^86,87^. However, this treatment did not affect the absolute number of elongating atrial CMs, thereby leading to an increase in their percentage (Supplementary Fig. 12d). These data lead us to suggest that after 76 hpf the atrial myocardium becomes heterogeneous with at least two types of atrial CMs, round Yap1^+^ CMs and elongating Yap1^-^ CMs, and that Yap1 regulates atrial CM elongation independently of its effect on cell division. To test this model, we generated a stable *hsp70l:LSL-NLSyap1DN* transgenic line using the same construct previously used for the mosaic experiment (Fig. 6a–d). Global overexpression of *DNyap1* at early developmental stages using this new line caused cardiac looping defects (Fig. 6e, f), consistent with previous studies of early loss of Yap1 function in zebrafish^85,88,89^. We then overexpressed DNYap1 in all atrial CMs, after recombination with the *myh6:creERT2* transgene, and observed a significant decrease in the number of elongating atrial CMs at 124 hpf (Fig. 6g–i), as previously observed when inhibiting Yap1 function pharmacologically (Fig. 5). Altogether, these data indicate that Yap1 is involved in atrial CM elongation.

**Fig. 6:**
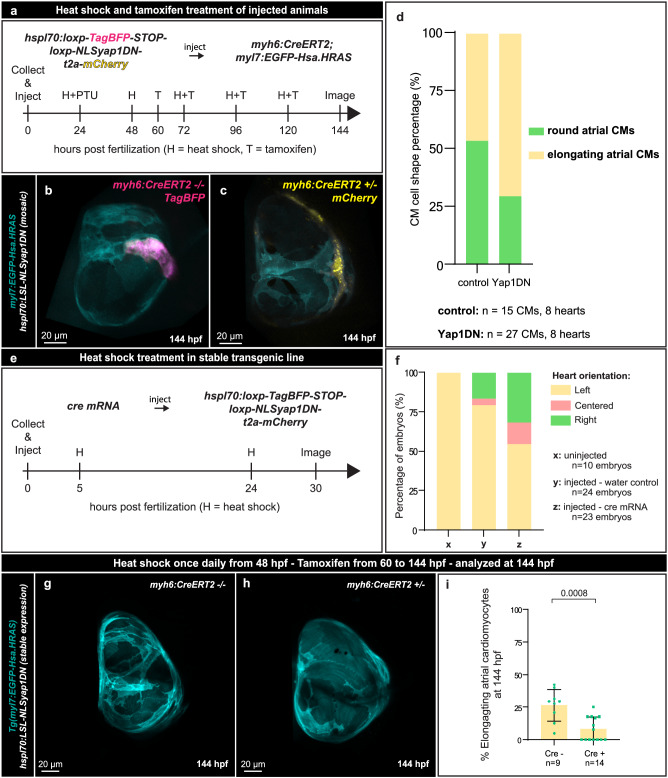
Yap modulates atrial cardiomyocyte elongation. **a** Schematic of mosaic Yap1^DN^ overexpression in CMs. **b**, **c** 3D confocal images of 144 hpf atria from control mosaic labeled (**b**) (creERT2^-^, TagBFP^+^) and Yap1^DN^ mosaic overexpressing (**c**) (creERT2^+^, mCherry^+^) larvae; CM membranes shown in cyan (*myl7:EGFP-Hsa.HRAS*), control mosaic labeling in magenta (*hspl70:LSL-NLSyap1DN, myh6:creERT2*^*-*^), and Yap1^DN^ mosaic labeling in yellow (*hspl70:LSL-NLSyap1DN, myh6:creERT2*^*+*^). **d** Percentage of elongating CMs from control labeled or Yap1^DN^ overexpressing CMs (*n* = 8 hearts, 15 control labeled CMs; *n* = 8 hearts, 27 YAP1^DN^ overexpressing CMs). **e** schematic of Yap1^DN^ overexpression using the stable transgenic line. **f** Percentage of left, centered, and right oriented hearts at 30 hpf from uninjected, water injected, and cre mRNA injected *hspl70:LSL-NLSyap1DN* embryos (*n* = 10 uninjected controls, *n* = 24 water injected controls, and n = 23 *cre* mRNA injected embryos). **g**, **h** 3D airyscan images of 144 hpf atria from *hspl70:LSL-NLSyap1DN* control larvae (**g**) and *hspl70:LSL-NLSyap1DN; myh6:CreERT2* siblings (**h**); CM membranes shown in cyan (*myl7:EGFP-Hsa.HRAS*); larvae were heat shocked once daily from 48 hpf and kept in Tamoxifen from 60 to 144 hpf, refreshed once daily. **i**, Percentage of elongating atrial CMs at 144 from *hspl70:LSL-NLSyap1DN* control larvae and *hspl70:LSL-NLSyap1DN; myh6:CreERT2* siblings (*n* = 9 Cre^-^ controls and *n* = 14 Cre^+^ siblings, two-tailed Mann-Whitney test). Error bars are mean ± SD.

### Distinct mechanisms drive atrial and ventricular muscle structure formation

Since Hippo pathway activity appears to be required for atrial morphogenesis, and Taz/Wwtr1 is important during ventricular wall formation^90^, we hypothesized that the Hippo pathway was regulating both atrial and ventricular muscle structure formation. To test this hypothesis, we imaged the atrium of *wwtr1* mutants and homozygous wild-type siblings at 124 hpf and observed no atrial morphogenesis defects (Fig. 7a–c). Conversely, K-975, IWR-1, or Rac1 inhibitor treatment did not block the onset of trabeculation (Fig. 7d–h). Together these data suggest that the onset of atrial and ventricular muscle structure formation occurs through distinct cellular and molecular mechanisms (Fig. 7i).

**Fig. 7:**
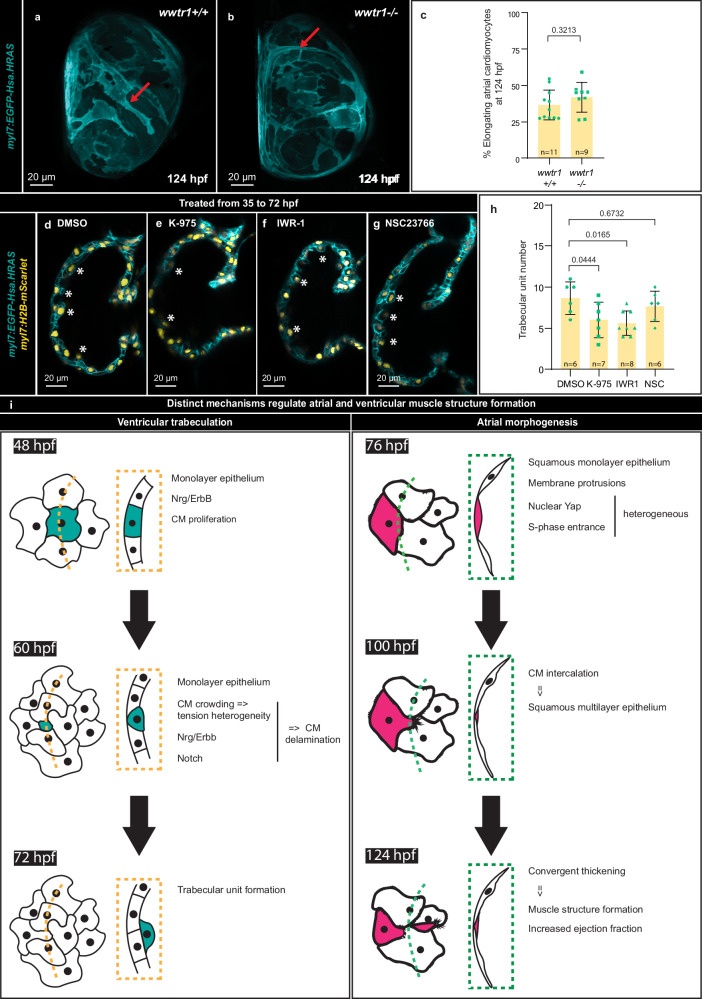
Distinct mechanisms regulate atrial and ventricular muscle structure formation. **a, b** 3D airyscan images of atria from homozygous wild-type siblings and *wwtr1* mutants at 124 hpf; CM membranes shown in cyan (*myl7:EGFP-Hsa.HRAS*). **c** Percentage of elongating atrial CMs in 124 hpf homozygous wild-type siblings and *wwtr1* mutants (*n* = 11 wild types, *n* = 9 mutants; each data point represents one heart; two-tailed Mann-Whitney test). Error bars are mean ± SD. **d**–**g** 2D confocal planes of ventricles from 72 hpf larvae treated from 35 to 72 hpf with DMSO, K-975, IWR-1, or Rac1 inhibitor; CM membranes shown in cyan (*myl7:EGFP-Hsa.HRAS*) and nuclei in yellow (*myl7:H2B-mScarlet*). **h** Number of trabecular units in 72 hpf larvae treated from 35 to 72 hpf with DMSO, K-975, IWR-1, or Rac1 inhibitor (*n* = 5 DMSO, *n* = 7 K-975, *n* = 8 IWR-1, *n* = 6 Rac1 inhibitor; each data point represents one heart; ordinary one-way ANOVA with Dunnett’s multiple comparison test); red arrows point to elongating CMs; white asterisks indicate trabecular units. Error bars are mean ± SD. **i** Schematic summarizing the cellular and molecular processes involved in ventricular (left) and atrial (right) wall morphogenesis (manually rendered using Adobe Illustrator).

## Discussion

Our high-resolution 3D live imaging revealed that starting at early larval stages, a subset of atrial CMs extend membrane protrusions leading to their elongated appearance. This CM elongation leads to cell intercalation and convergent thickening of the atrial myocardium, ultimately resulting in the formation of the inner muscle network.

Atrial CM elongation could be an indirect effect of chamber ballooning^36,91^ or it could represent an active process. Our observations and manipulations of atrial CM protrusive activity indicate that it is an active process. These atrial CMs elongate along the long axis of the heart and in both directions, i.e., towards the AVC and the sinoatrial node. Thus, these specialized cardiac populations^92,93^ could provide signals to stimulate atrial CM protrusive activity and/or directionality. Along these lines, we tested the role of Wnt/β-catenin activity, which is present in the AVC and sinoatrial node^92,93^, in atrial CM elongation but failed to see an effect. Interestingly, only a subset of atrial CMs elongate raising important questions as to how they are selected and what limits their number. Furthermore, not all elongating atrial CMs end up in the inner muscle structures as some remain in the outer layer at least up to 14 dpf. The cellular and molecular mechanisms that select the CMs that form the inner ridges versus those that form the outer layer, as well as the physiological relevance of having an outer layer composed of mixed CM morphology, remain to be investigated. It is possible that maintaining the round atrial CM population is required for the integrity of the tissue as neighboring CMs elongate and intercalate.

While Notch signaling is important in limiting the number of ventricular CMs that delaminate^49^, it doesn’t appear to play a similar role in atrial CM selection (Supplementary Fig. 6a–f). Conversely, global inhibition of Yap activity reduced atrial CM elongation but it did not stop the onset of ventricular trabeculation. However, inhibiting Yap activity resulted in a reduced number of trabecular units, and *wwtr1* mutants also exhibit trabeculation defects^90^, suggesting that the Hippo signaling pathway is involved in ventricular wall formation, either by modulating CM behavior directly and/or indirectly via the endocardium or epicardium.

Concurrent with atrial CM elongation, we observed atrial CM proliferation; and while these processes appear to be mutually exclusive (as suggested by the data from the Aphidicolin treatments), pharmacological inhibition of Yap activity led to a decrease of both processes. In addition, we observed Yap1 in the nuclei of a subset of atrial CMs, and mosaic Yap1^DN^ overexpression in atrial CMs cell-autonomously promoted their elongation, whereas overexpressing Yap1^DN^ in all atrial CMs using a stable line impaired their elongation. Possible scenarios to explain all these observations include the need for heterogenous Yap1 activation within the atrial myocardium to allow for atrial CM elongation. Yap has been implicated in several different developmental processes including cell proliferation and cell migration^94^, and more sophisticated tools and approaches will be required to dissect its roles in atrial morphogenesis.

Following CM elongation, cell intercalation and convergent thickening of the atrial myocardium leads to the transformation of a monolayered epithelium into a complex structure. Convergent thickening was originally described to occur within the mesoderm prior to involution during amphibian gastrulation^95^. While the cellular and molecular basis of convergent thickening remains to be discovered, it was recently reported to be independent of dorsoventral patterning^61^. Notably, similar to atrial CM intercalation, convergent thickening during gastrulation involves the formation of oriented lamellipodia under the control of cell contractility^96^, and it will be interesting to investigate how similar convergent thickening is in these two different developmental settings, as well as during other morphological processes.

Ultimately, the ventricular and atrial chambers play distinct roles; while the ventricles need to build strong muscular walls to propel the blood throughout the body, the atria need to provide a structure that can collect blood and propagate the action potential quickly. The elongation of some atrial CMs may provide the means to achieve this quick impulse propagation.

## Methods

### Zebrafish handling

Zebrafish larvae were raised under standard conditions. All transgenic larvae were presorted for fluorescence. Non-mutant larvae were screened for the presence of developmental defects (e.g., pericardial edema, situs inversus, cardiac size or shape abnormalities) prior to experiments and excluded from the pool if they displayed any.

Adult fish were maintained in 3.5 l tanks at a stock density of 10 fish/l with the following parameters: water temperature: 27–27.5 °C; light:dark cycle: 14:10; pH: 7.0–7.5; conductivity: 750-800 µS/cm. Fish were fed 3–5 times a day, depending on age, with granular and live food (*Artemia salina*). Health monitoring was performed at least once a year. All procedures performed on animals conform to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes and were approved by the Animal Protection Committee (Tierschutzkommission) of the Regierungspräsidium Darmstadt (reference: B2/2057). Sample size was calculated to minimize the number of animals used in compliance to the principle of the 3Rs and the European Directive 2010/63/EU.

### Zebrafish lines

The transgenic and mutant lines used in this study are: *Tg(myl7:EGFP-Hsa.HRAS)s88*3^97^, abbreviated *myl7:EGFP-Hsa.HRAS*; *Tg(-0.8myl7:H2B-mScarlet)bns534*^98^, abbreviated *myl7:H2B-mScarlet*; *TgBAC(cdh2:cdh2-EGFP,crybb1:ECFP)zf517*^99^, abbreviated *cdh2:cdh2-EGFP*; *Tg(myl7:mCherry-CAAX)bns7*^48^, abbreviated *myl7:mCherry-CAAX*; *Tg(UAS: A53DN-p2a-tagRFP)bns440*^67^, abbreviated *IRSp53*^*DN*^; Tg2(myl7:GAL4)cbg2Tg^68^, abbreviated *myl7:gal4*; *Tg(myl7:actn3b-EGFP)sd10*^100^, referred to as *myl7:actinin3b-EGFP*; *Tg(myl7:lck-mScarlet)bns561* (this study), abbreviated *myl7:lck-mScarlet*; *Tg(myl7:Hsa.MYL9_T19D,S20D-EGFP)bns33*2^49^, abbreviated *myl7: MYL9CA-EGFP*; *Tg(myl7:Hsa.MYL9_T19A,S20A-EGFP)bns333*^49^, abbreviated *myl7: MYL9DN-EGFP*; Tg(myl7:LIFEACT-GFP)s974^40^ abbreviated *myl7:LIFEACT-GFP*; *Tg(7XTCF-Xla.Siam:GFP)ia4*^101^, abbreviated *7XTCF-Siam:GFP*; *Tg(myh7:mCherry-Eco.NfsB)s957*^102^, abbreviated *myh7:mCherry-NTR*; *Tg(-4.5myh6:mTagBFP2)bns629* (this study), abbreviated *myh6:mTagBFP2*; *Tg(hsp70l:LOXP-Luciferase-MYC-STOP-LOXP-Mmu.-Axin1-NLS-dTomato,cryaa:AmCyan)ulm14*^103^, abbreviated *hsp70l:LSL-Mmu.Axin1-p2a-NLS-dTomato*; *Tg(myl7:Cre)sd55*^43^, abbreviated *myl7:Cre*; *Tg(myh6:CreERT2)sd20*^102^, abbreviated *myh6:CreERT2; Tg(EPV.Tp1-Mmu.Hbb:Venus-Mmu.Odc1)s940*^104^, abbreviated *Tp1-Hbb:Venus-Mmu.Odc1*; *Tg(hsp70l:loxP-TagBFP-STOP-loxP-NLS-DNyap1-T2A-mCherry)bns729* (this study), abbreviated *hsp70l:LSL-NLSyap1DN*; *erbb2*^*st61*^ (ref^105^.); *wwtr1*^*bns35*^ (ref^106^.); *myh6*^*s812*^ (ref^72^.).

### Plasmid construction

For the membrane localizing *myl7:lck-mScarlet* construct, the insert was generated through primer annealing (forward primer 5’-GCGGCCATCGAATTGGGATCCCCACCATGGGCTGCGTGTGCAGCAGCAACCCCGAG-3’; reverse primer 5’-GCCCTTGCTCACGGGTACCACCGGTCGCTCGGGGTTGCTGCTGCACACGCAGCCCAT-3’). The Tol2 plasmid *-0.8myl7:H2B-mScarlet*^98^ was prepared through BamHI/AgeI restriction digest and the *lck* insert was inserted. To generate the atrial CM cytoplasmic construct *-4.5myh6:mTagBFP2*, the *mTagBFP2* insert was PCR amplified (forward primer 5’-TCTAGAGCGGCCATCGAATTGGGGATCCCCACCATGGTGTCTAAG-3’; reverse primer 5’-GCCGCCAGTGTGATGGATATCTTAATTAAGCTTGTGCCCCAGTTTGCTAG-3’) from *-0.8myl7:mTagBFP2* (gifted from Dr. Rashmi Priya) and inserted into a Tol2 vector containing the *-4.5myh6* promoter (gifted from Dr. Thomas Juan). To create the Yap1^DN^ inducible construct *hsp70l:loxP-TagBFP-STOP-loxP-NLS-yap1DN-t2A-mCherry*, a Tol2 plasmid *hsp70l:loxP-TagBFP-STOP-loxP-cxcl18b-t2A-mCherry* (gifted from Pinelopi Goumenaki), was digested with XhoI/AgeI to remove the *cxcl18b* cassette. The pCS2 *NLSyap1DN* construct^85^ (gifted from Prof. Virginie Lecaudey) was PCR amplified (forward primer 5’-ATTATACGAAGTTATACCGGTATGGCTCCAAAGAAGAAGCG-3’; reverse primer 5’-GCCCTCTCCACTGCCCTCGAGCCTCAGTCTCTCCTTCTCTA-3’), and inserted in the inducible vector. All fusion experiments were performed using a 5X In-Fusion HD Enzyme Premix (Takara, ST0345).

### Zebrafish transgenesis

The *-0.8myl7:mTagBFP2* (CM cytoplasmic marker)*, myl7:PH-Akt1-tdTomato-PEST* (CM membrane protrusion marker*)*, and *hsp70l:loxP-TagBFP-STOP-loxP-NLSyap1DN-t2A-mCherry* (inducible Yap1^DN^ overexpression) Tol2 plasmids were injected together with *Tol2* mRNA into one-cell stage wild-type zebrafish embryos for imaging of mosaic hearts (Fig. 4a). The *-0.8myl7:lck-mScarlet*, *-4.5myh6:mTagBFP2*, and *hsp70l:loxP-TagBFP-STOP-loxP-NLS-yap1DN-t2A-mCherry* plasmids were injected together with *Tol2* mRNA into one-cell stage wild-type zebrafish embryos which were grown into adulthood. The positive offspring were outcrossed for 2 generations before establishing the stable line.

### Immunostaining

Larvae were immunostained as previously described^107^; however deyolking was skipped to maintain atrial integrity. In brief, larvae were incubated in 0.1% Tricaine/egg water prior to fixation at 4 °C overnight in 4% paraformaldehyde, and then gently washed 3 times with PBS/0.1% Tween; after treatment for 1 hour in PBS/0.1% Tween/5 µg Proteinase K, the larvae were washed 3 times in PBS/1% BSA/1% DMSO/0.5% Triton-X (PBDT), and then blocked for at least 1 hour in PBDT/10% goat serum; primary antibodies were mixed with fresh blocking buffer and incubated with the larvae overnight at 4 °C. The Yap polyclonal antibody was preincubated at 4 °C with zebrafish larvae to improve the signal-noise ratio. Primary antibodies used: anti-Yap1 (rabbit polyclonal, a generous gift from Prof. Virginie Lecaudey, 1:200), anti-eGFP (chicken monoclonal, ab13970 Abcam, 1:200). Secondary antibodies used: Alexa Fluor 488, and Alexa Fluor 647 (1:500, Thermo Fisher Scientific, produced in goat).

### EdU staining

*Tg(myl7:H2B-mScarlet)* larvae were incubated for 24 h in 1-phenyl-2-thiourea (PTU) egg water supplemented with 500 µM EdU and 0.5% DMSO, starting from 48, 72, 96, or 120 hpf. After EdU incubation, the larvae were bathed in 0.2% Tricaine to stop the heart before fixing them in 4% PFA for 2 h at room temperature. Next, the 30 min click-it reaction was performed as per manufacturer’s instructions (Invitrogen, C10340), and confocal imaging was carried out immediately after the washes.

### Larval treatments

Zebrafish larvae were incubated in 6-well plates, 6–7 larvae per well, in 4 ml of PTU egg water in which the respective stock reagent was diluted. The incubation time depended on the specific experiment. The solutions were refreshed every 24 h and the larvae were kept in the solution until imaging. The concentrations used in this study were selected based on concentration gradient tests, whereby we used the lowest possible concentration that induced a cardiac phenotype, which was always lower than the concentration that triggered overall toxicity. The control treatments used PTU egg water with the equivalent concentration of DMSO.

The pharmacological reagents used in this study are: NSC23766 (Rac1 inhibitor, incubated from 72 to 124 hpf at 150 µM, or from 35 to 72 hpf at 200 µM, Selleck chemicals S8031), K-975 (Yap/Tead inhibitor, incubated from 72 to 124 hpf at 4 µM, or from 72 to 100 hpf at 4 µM, or from 35 to 72 hpf at 3 µM, Selleck chemicals, E1329), IWR-1 (tankyrase inhibitor, incubated from 72 to 124 hpf at 10 µM, or from 72 to 100 hpf at 10 µM, or from 35 to 72 hpf at 12.5 µM, Selleck chemicals S7086), LY411575 (γ-secretase inhibitor, incubated from 72 to 124 hpf at 2.5 µM, Selleck chemicals S2714), 2,3-butanedione monoxime (BDM) (non-selective myosin ATPase inhibitor, incubated from 96 to 124 hpf at 7.5 mM, Sigma-Aldrich B0753), Aphidicolin (DNA polymerase α inhibitor, incubated from 72 to 124 hpf at 150 µM, Sigma-Aldrich A0781).

To activate the *hsp70l* promoter, larvae were incubated at 39 °C for 1 h, once daily. To induce CreERT2 nuclear translocation, larvae were treated with 10 µM 4-hydroxytamoxifen (4-OHT) (Sigma H7904, stock diluted in Ethanol) refreshed every 24 h.

### Imaging

To avoid pigmentation, for all imaging, embryos/larvae were treated with PTU starting at 24 hpf. To obtain 3D Airyscan images of the entire heart, larvae were mounted in 1% low-melting agarose and 0.2% Tricaine to both anesthetize and stop cardiac contractions during imaging. For longitudinal studies, the larvae were imaged for a maximum of 10 min after which they were carefully recovered in PTU egg water and placed in the incubator to restore cardiac contractions and development. The same larvae were imaged multiple times depending on the experiment (Fig. 1a). For the longitudinal tracking of 124 hpf to 14 dpf hearts, the larvae were imaged live at 124 hpf. The animals were then removed from the agarose and grown in standard conditions up to 14 dpf. At 14 dpf, the same larvae that were imaged at 124 hpf were fixed in 4% PFA and their hearts dissected, mounted in 1% low-melting agarose, and imaged.

3D live images of the entire heart were obtained using the fast Airyscan mode from a Zeiss LSM880 Axio Examiner W Plan-Apochromat 20×/1.0 lens with the Zeiss ZEN software (ZEN 2.3 SP1 FP3 black). Images of fixed or live tissues where only the front of the atrium was required were taken using the confocal mode on a Zeiss LSM880 Axio Examiner W Plan-Apochromat 20×/1.0 lens with the Zeiss Zen software (ZEN 2.3 SP1 FP3 black), or a Zeiss LSM700 Axio Imager W Plan-Apochromat 40×/1.0 dipping lens with the Zeiss ZEN software (ZEN 2011 SP3 black).

Live imaging of the beating heart was obtained by mounting the larvae in 2% agarose without Tricaine to avoid potential arrythmogenic effects. To avoid cardiac contraction fluctuations caused by temperature changes, the embedded larvae were incubated in standard growth conditions for an additional 20 min before imaging using a preheated (27.5 °C) microscope incubator. Cardiac contractions were recorded with a Zeiss Spinning Disk confocal microscope with a 40x/1.1 W lens (ZEN 2.6 blue software), at 5 ms exposure for 20–30 sec. Light intensity and duration were kept at a minimum.

### Image processing

All images in the figures are representative images. All airyscan images were processed using ZEN (2.3 SP1 FP3 black), 3D airyscan processing mode (strength auto, 6.0). All 3D renderings, croppings and quantifications were performed using Imaris. The settings used to image the atrium caused a signal saturation in the ventricle (Fig. 1b); therefore, for better visualization, we used the 3D clipping tool in Imaris to exclude the ventricle from all subsequent images, except when the ventricle needed to be analyzed. 3D segmentation of the entire chamber and of single atrial CMs was rendered manually using the myocardial membrane marker as reference and the surface tool to draw, either the entire atrial chamber every 10 planes, or the cell boundaries every plane respectively. Total atrial CM numbers were determined by using the manually rendered atrial chamber surface as a mask to extract the atrial nuclear signal. The spot function was used to segment all atrial nuclei from the extracted signal and to obtain the total number of atrial CMs. The 3D shape index was measured using the 3D surfaces of single atrial CMs and the Ellipsoid-oblate equation available from Imaris (Supplementary Movie 1). To segment the inner atrial muscle structures in 3D, the inner membrane and nuclear signal was manually drawn for every plane to create a 3D mask which was used to extract the outer versus inner layer signal from the original one (Supplementary Movie 2). Both movies were rendered in this way using Imaris.

To obtain the atrial CM angle, the 3D images were first aligned in Imaris. For the alignment, the hearts were positioned such that the AVC CMs, which at these stages have an orientation perpendicular to that of the blood flow in the AV canal, were in a vertical position and the atrium and ventricle were kept parallel to each other (Fig. 1b). 2D images captured from this alignment were obtained using the Imaris Snapshot tool. These 2D images were further analyzed in ImageJ. Only the relatively flat CMs were analyzed and any CM on the curvature of the chamber was left out to avoid artefacts. The longest straight line was drawn through each analyzed CM and the angle of this line in reference to the AVC CM orientation was obtained as a measure of cell angle (Fig. 1b’). To obtain the average number of elongating CMs, the 2D images were first obtained through Imaris pre-alignment and the CMs located away from the curvature were scored for cell shape. To determine the number of small membrane protrusions formed by individual atrial CMs, 3D images were aligned in Imaris, and ImageJ was used to manually count the number of membrane protrusions for each CM. N-cadherin and membrane overlap longitudinal quantification was determined on pre-aligned 2D images. A line was drawn at the same position for each time point and the intensity plot was obtained. The intensity plot revealed regions of high intensity at the membrane junctions and the diameter of these regions was obtained as a measure of the size of N-cadherin or membrane overlap. These diameters were normalized to the first measured time point and then plotted over time.

Myofibril quantifications were performed in ImageJ, on 2D images pre-aligned in Imaris, as described above, and only on myofibrils that were not positioned at the curvature of the chamber. Myofibril angle was measured by drawing a line parallel with the myofibril and the angle of this line in reference to the AVC CM angle was obtained as a measure of myofibril angle. Myofibril thickness was obtained by drawing a line perpendicular to myofibril orientation using the signal from the *myl7:actn3b-EGFP* Z-band reporter, perpendicular to myofibril orientation. For each wild-type heart, approximately 40 sarcomeres from at least 3 different cells of either round or elongated atrial CMs were averaged to obtain the average sarcomere thickness of the respective cell type. For hearts lacking atrial CM elongation, approximately 60 sarcomeres were measured from at least 6 different cells and averaged to obtain the average sarcomere thickness of that atrium. The percentage of CMs exhibiting nuclear Yap immunostaining was obtained by counting the number of atrial CMs with Yap signal colocalizing with the DAPI signal (nuclear marker) and with the CM membrane marker. This number was then compared to the total DAPI and GFP positive atrial CM nuclei. Heart rate kymographs and ejection fraction were also determined using ImageJ^26^. Data analysis blinding was only possible for mutant versus wild-type data, as the same person who imaged the other experiments (i.e., the wild-type and the pharmacological ones) also performed them.

### Atrial cardiomyocyte isolation and Fluorescence Activated Cell Sorting

To isolate atrial CMs, we used reporter lines that label atrial (*myh6:mTagBFP2*) and ventricular (*myh7:mCherry-NTR*) CMs, and a Wnt/β-catenin reporter (*7XTCF-Sia:eGFP*) that labels the AVC^108^ and sinus venosus^109^ CMs (Supplementary Figs. 5a–d’). We were thus able to reliably isolate atrial CMs by sorting the cells positive for mTagBFP2 and negative for eGFP and mCherry (Supplementary Fig 5e-h”).

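The purity of the sorted cells was read from marker gene lists for cell types of the heart, as CPM, counts scaled to the library total. These lists were fixed before the data were examined, except the neuronal list, which was added to them. At 48 hpf the 7 atrial markers held 3025 ± 542 CPM (SD, n = 3) and at 72 hpf 3348 ± 270, with myh6 at 6984, 7122 and 6919 raw counts at 48 hpf and 7877, 7268 and 6955 at 72 hpf. The 7 ventricular markers held 2867 ± 416 CPM at 48 hpf and 2212 ± 132 at 72 hpf, and the 5 markers of the atrioventricular canal held 1059 ± 65.7 and 753 ± 75.1. These levels cannot be read as fractions of cells, because duplicate removal can limit the counts of abundant genes. Of the ventricular total, myh7bb and myh7ba held 835 and 701 CPM at 48 hpf and 805 and 705 at 72 hpf. The ventricular marker irx4a had 0 counts in all 6 libraries. The paper reports low mCherry signal in the atrium, and its gate for atrial CMs also took cells with low mCherry. The cardiomyocyte gene myl7 had between 1708 and 1893 raw counts in all 6 libraries, although their totals differed more. The ventricular gene myh7 had a log2 fold change of -0.77 between 72 and 48 hpf and myh7l one of -3.07, the canal gene tbx2b one of -0.67 and has2 one of -6.28. None of these 4 genes, named after their values were seen, was called by edgeR's quasi-likelihood test (adjusted p from 0.142 to 0.400), while DESeq2 called all 4 lower. The 8 endothelial markers held 399 ± 188 CPM at 48 hpf and 314 ± 187 at 72 hpf, but 4 of the 8 were at or under 3 counts in all 72 hpf libraries, against 1 at 48 hpf. Among them fli1a had 152, 333 and 165 counts at 48 hpf and 0, 0 and 0 at 72 hpf, and was called lower by DESeq2 and not by edgeR. The 10 leukocyte markers held 394, 363 and 816 CPM in replicates 1, 2 and 3 at 48 hpf, and 1.76, 113 and 0 at 72 hpf. Erythrocyte markers were uneven as well, with 735 CPM in replicate 3 at 48 hpf and 206 in replicate 2 at 72 hpf, against 4.40 to 24.9 in the other libraries. Epicardial markers held 386 ± 197 CPM at 48 hpf and 186 ± 133 at 72 hpf, and neuronal markers 236 ± 89.8 and 107 ± 40.1. Pacemaker markers held 765 ± 124 CPM at 48 hpf and 690 ± 96.8 at 72 hpf.

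**Figure D2:**
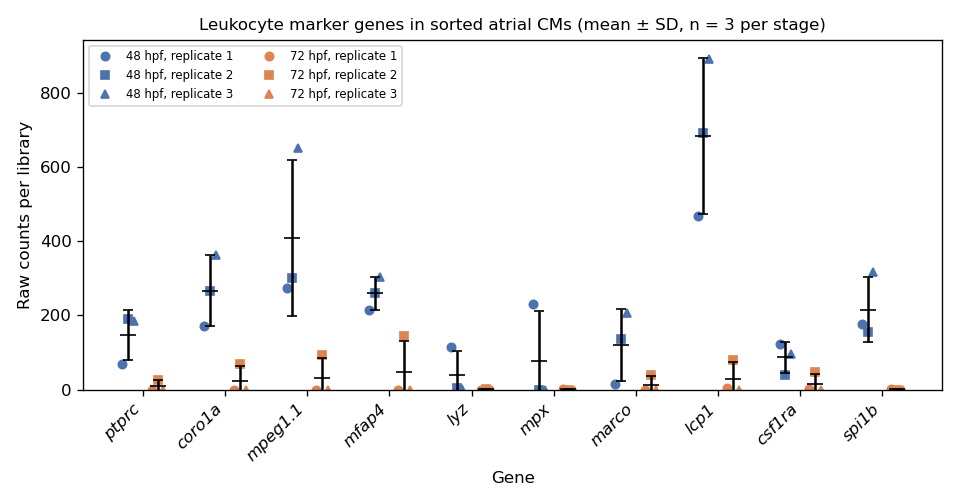
Raw counts per library (y axis) of the 10 leukocyte marker genes (x axis) at 48 hpf (blue) and 72 hpf (orange), with the mean and SD of 3 libraries per stage in black, error bars ending at 0, and a marker shape for each replicate. At 72 hpf nearly all counts are in replicate 2, for example 94 counts of mpeg1.1 against 0 in the other libraries of that stage.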

Approximately 150 hearts at 48 and 72 hpf were extracted through manual dissection and dissociated using the Pierce Cardiomyocyte Isolation Kit (Thermo Fisher Scientific, Catalog# 88281) as previously described^98^. In brief, hearts were dissected in Dulbecco’s modified Eagle’s medium (DMEM) + GlutaMAX (Thermo Fisher Scientific, Catalog# 10566016) supplemented with 10% FBS and kept on ice throughout the dissociation protocol; the hearts were centrifuged at 4 °C for 5 min at 2300 g; the supernatant was removed and the hearts were washed with 1 ml Hank’s Balanced Salt Solution (HBSS); the tissue was dissociated into single cells by incubating it with 100 µl Enzyme 1 and 5 µl Enzyme 2 from the Pierce Cardiomyocyte Isolation Kit at 30 °C on a shaker set at 300 rpm; 1 ml of DMEM with FBS was added to stop the digestion and removed after centrifugation at 4 °C for 3 min at 800 g; fresh DMEM with FBS was added to resuspend the cells and pass them through a 40 µl-filtered fluorescence-activated cell sorting (FACS) sample tube. 2 µl of DRAQ7™ Dye (Catalog# D15106) was added and incubated in the dark for 10 min at RT. The cell suspension was filtered through a 35 µm nylon Falcon® 5 mL Round Bottom Polystyrene 12 × 75 mm Test Tube (Product# 352235). Cells were sorted using a BD FACSAria™ III (BD Biosciences) or an Invitrogen Bigfoot Spectral Cell Sorter (ThermoFisher Scientific) equipped with a 100 µM nozzle and with 20 psi pressure on the instruments. Live and non-AVC and non–SAN CMs were gated by exclusion of DRAQ7™ Dye using 633 nm excitation paired with 730/45 nm band pass filter and eGFP fluorescence using 488 nm excitation paired with 530/30 nm band pass filter, respectively. To sort atrial CMs (*myh6:*mTagBFP2^+^), tagBFP fluorescence was measured with 405 nm excitation paired with 455/14 nm band pass filter or 450/50 nm band pass filter; to sort ventricular CMs (*myh7:*mCherry-NTR^+^*)*, mCherry fluorescence was measured with 561 nm excitation paired with 610/20 nm band pass filter. Sorted cells were resuspended in 500 µl Trizol for subsequent RNA extraction. Cytometric data were recorded using FACSDiva software (Version 8.0.1; BD Biosciences), and Sasquatch Software (Version 1.19.2; ThermoFisher Scientific). Data analysis was performed using FlowJo software (Version 10.8, BD Biosciences).

Embryonic zebrafish atrial CMs are low in number and sensitive to dissociation, so in order to get enough cells for RNA-sequencing, a total of 5 sorting sessions were completed to obtain 1000-2000 cells per replicate, 3 replicates per condition. The first two replicates consist of cells sorted using the BD FACSAria™ III and BigFoot and the third replicate consists of cells sorted using the BigFoot only.

For gating (Supplementary Fig. 5e–h”), following exclusion of debris, the cell population was selected (Cells), from which single cells were gated using a FSC-A vs FSC-H parameter (Single cells). Within this single cell population, live cells were selected by exclusion of the DRAQ7™ Dye^+^ population and eGFP^+^ AVC and SAN CMs. High intensity mTagBFP2 cells with low or no mCherry signal was used to gate Atrial CMs. Ventricular CMs were gated for mCherry only positive cells as low mCherry signal was present in the atrium, and high mCherry in the ventricle (Supplementary Fig. 5a–d).

### Transcriptomic analysis

Total RNA was extracted from the sorted atrial CMs using the miRNeasy micro kit (QIAGEN), combined with on-column DNase digestion (DNase-Free DNase Set, QIAGEN, 217084). Due to low RNA amount quality control steps were skipped. Sequencing was performed on a NextSeq2000 instrument (Illumina) using a P3 flowcell with 1 × 72 bp single end setup. Trimmomatic version 0.39 was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides and keeping only filtered reads longer than 15 nucleotides^110^. Reads were aligned versus Ensembl zebrafish genome version danRer11 (Ensembl release 104) with STAR 2.7.10a^111^. Alignments were filtered to remove: duplicates with Picard 3.0.0 (Picard: A set of tools (in Java) for working with next generation sequencing data in the BAM format), multi-mapping, ribosomal, or mitochondrial reads. Gene counts were established with featureCounts 2.0.4 by aggregating reads overlapping exons excluding those overlapping multiple genes^112^. The raw count matrix was normalized with DESeq2 version 1.36.0^113^. Contrasts were created with DESeq2 based on the raw count matrix. Genes were classified as significantly differentially expressed at average count > 5, multiple testing adjusted *p*-value < 0.05, and -0.585 <log2FC > 0.585. The Ensemble annotation was enriched with UniProt data (Activities at the Universal Protein Resource (UniProt)).

All downstream analyzes are based on the normalized gene count matrix. For KOBAS^114^ gene set enrichment analysis, DEGs were split into up/down regulated genes. Significant gene set enrichment was defined by FDR and the top 10 gene sets or enriched pathways were plotted (dashed line: *p-*value = 0.05). For analysis of only the upregulated genes at 72 hpf, we used KEGG, a pathway enrichment analysis from Metascape^115^.

### Statistics

All statistical analyzes and graphs, excluding the polarity plots and transcriptomic analyzes, were obtained using Graphpad Prism v9.3.1. Before choosing a statistical test, a Gaussian distribution was tested using the D’Agostino–Pearson omnibus and Shapiro-Wilk test for normality. All parametric data, which passed the normality tests, were analyzed using the two-way unpaired Student’s t-test, when two conditions were compared, or ordinary one-way ANOVA paired with Tukey’s or Dunnett’s multiple comparison test when multiple conditions were assessed. All non-parametric data that did not pass the normality test were analyzed using two-way Mann-Whitney’s test when comparing two unpaired conditions, or two-tailed Wilcoxon test when comparing two paired conditions, and Kruskal-Wallis test paired with Dunn’s multiple comparisons test when analyzing multiple conditions. The Student’s t-test was paired with an F test to calculate the F-ratio in Supplementary Fig. 2. All error bars were calculated using mean with SD. The polarity graphs were plotted using R. For all graphs, the *p*-value cut-off used for significance is 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Source data

Source Data

## Data Availability

The bulk RNA-sequencing dataset reported in this paper was deposited in the Gene Expression Omnibus (GEO) database (accession: GSE249149). Source data are provided with this paper.

# Supplementary material for: Distinct mechanisms regulate ventricular and atrial chamber wall formation
**Source:** Nat Commun. 2024 Sep 17;15:8159. doi: 10.1038/s41467-024-52340-3
**Supplement:** Supplementary file 1 — Supplementary Information

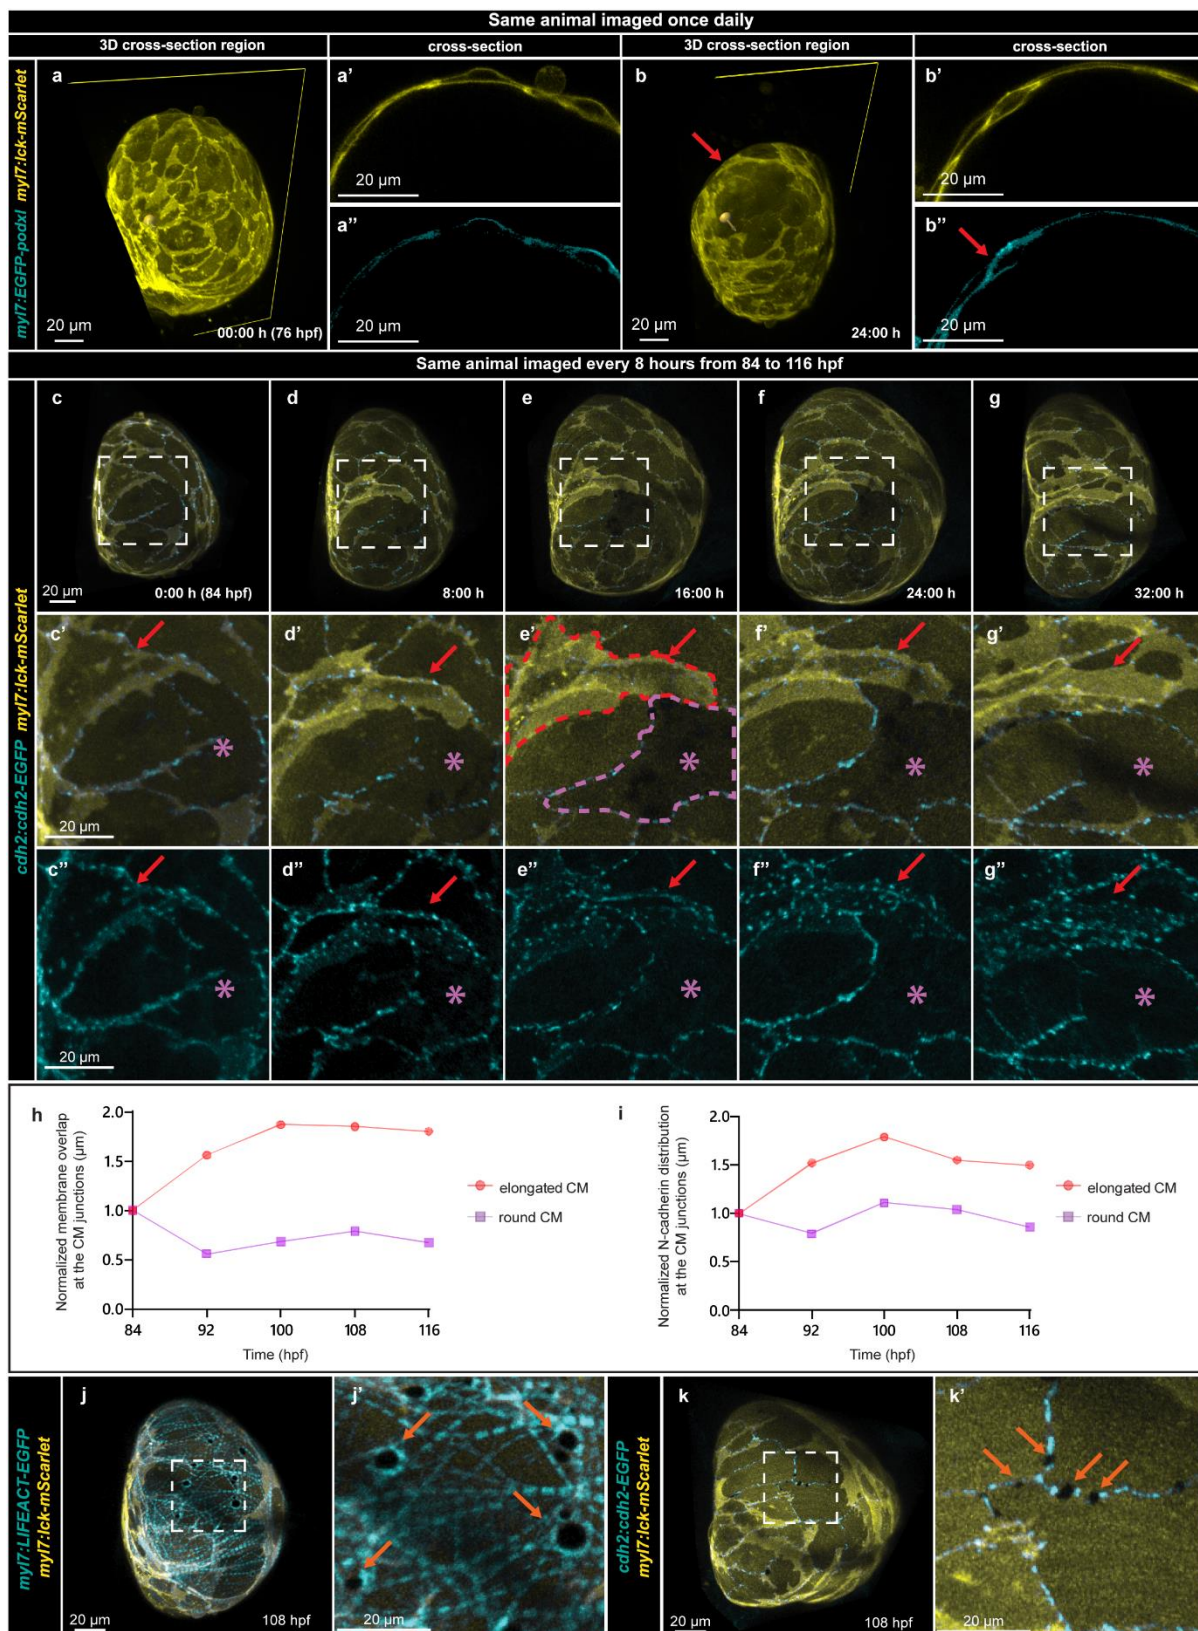

**Supplementary Figure 1: Atrial cardiomyocyte intercalation changes apicobasal polarity and N-cadherin distribution.** **a-b''**, 3D cross-section regions of confocal images taken from the same atrium at 76 and 100 hpf; CM membranes shown in yellow (*myl7:lck-mScarlet*) and Podocalyxin in cyan (*myl7:EGFP-podxl*); 2D cross-sections (**a'**, **a''**, **b'**, **b''**); red arrows point to elongating atrial CM. **c-g''**, Airyscan images of the same larva imaged every 8 hours from 84 to 116 hpf; CM membranes shown in yellow (*myl7:lck-mScarlet*) and N-cadherin in cyan (*cdh2:cdh2-EGFP*); white squares indicate the zoomed in regions; red arrows point to an elongating CM; purple asterisk marks a round CM; red and purple dashed lines in **c'** outline the analyzed CMs. **h, i**, Changes in the distribution of the mScarlet membrane marker and of N-cadherin in the elongating (red) and round (purple) CMs. **j, j'**, Airyscan images of a 108 hpf atrium with CM membranes in yellow (*myl7:lck-mScarlet*) and CM actin in cyan (*myl7:LIFEACT-EGFP*); white square indicates zoomed in region; arrows point to CM membrane detachments. **k, k'**, Airyscan images of a 108 hpf atrium with CM membranes in yellow (*myl7:lck-mScarlet*) and N-cadherin in cyan (*cdh2:cdh2-EGFP*); white square indicates zoomed in region; arrows point to CM membrane detachments.

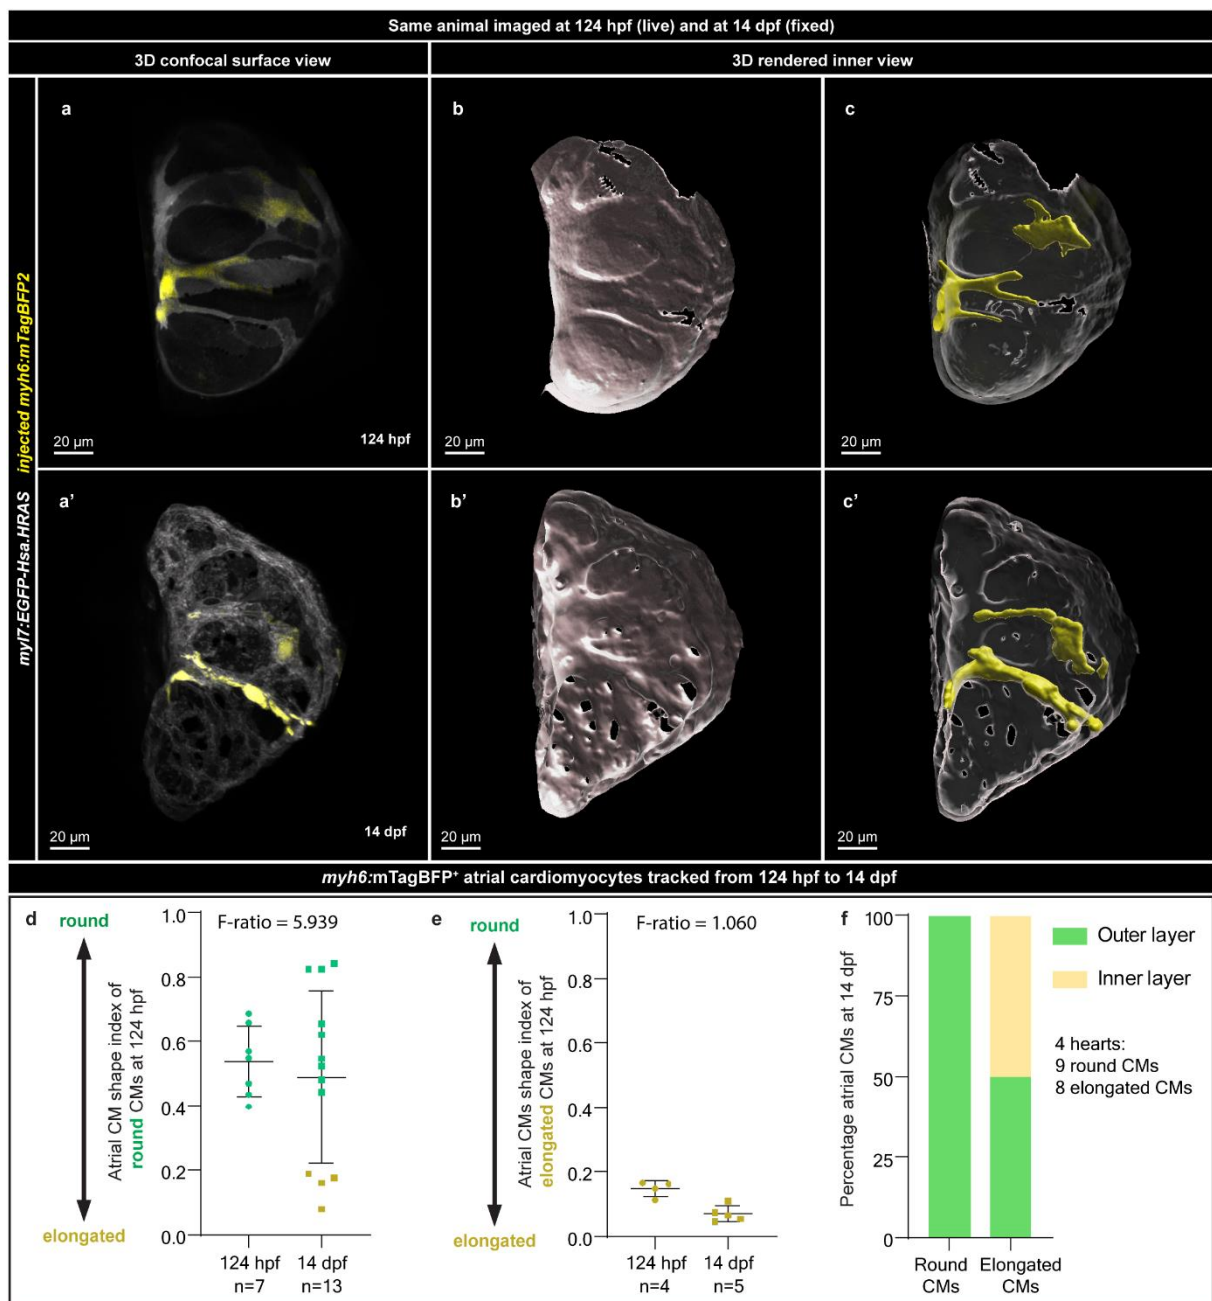

**Supplementary Figure 2: Only a subset of atrial cardiomyocytes form the inner muscle structures.** **a, a'**, 3D airyscan imaging of the same atrium at 124 hpf (live) and 14 dpf (fixed); CM membranes shown in white (*myl7:EGFP-Hsa.HRAS*) and mosaic CM cytoplasmic marker in yellow (*-0.8myl7:mTagBFP2*). **b, b'**, 3D surface rendering of the membrane marker from **a, a'**. **c, c'**, 3D surface rendering of both the membrane (transparent surface) and cytoplasmic (opaque surface) signals from the images shown in **a** and **a'**. **d, e**, Shape index of *myh6:mTagBFP*<sup>+</sup> CMs from experiment **a-c'**, determined from the same animals imaged at 124 hpf and 14 dpf (n=7 round CMs at 124 hpf and n=13 CMs at 14 dpf from the 7 round CMs *mTagBFP*<sup>+</sup> at 124 hpf and their daughter cells; n=4 elongating CMs at 124 hpf and n=5 elongated CMs at 14 dpf from the 7 elongated CMs *mTagBFP*<sup>+</sup> at 124 hpf and their daughter cells; F-test from two-tailed unpaired Student's t-test, p=0.0389 (**d**), p=0.1485 (**e**)). **f**, Percentage of round or elongating atrial CMs localized in the outer or inner layer of 14 dpf atrium (n=4 hearts, 17 *mTagBFP*<sup>+</sup> CMs were quantified, 9 round, 8 elongating). Error bars are mean  $\pm$  SD.

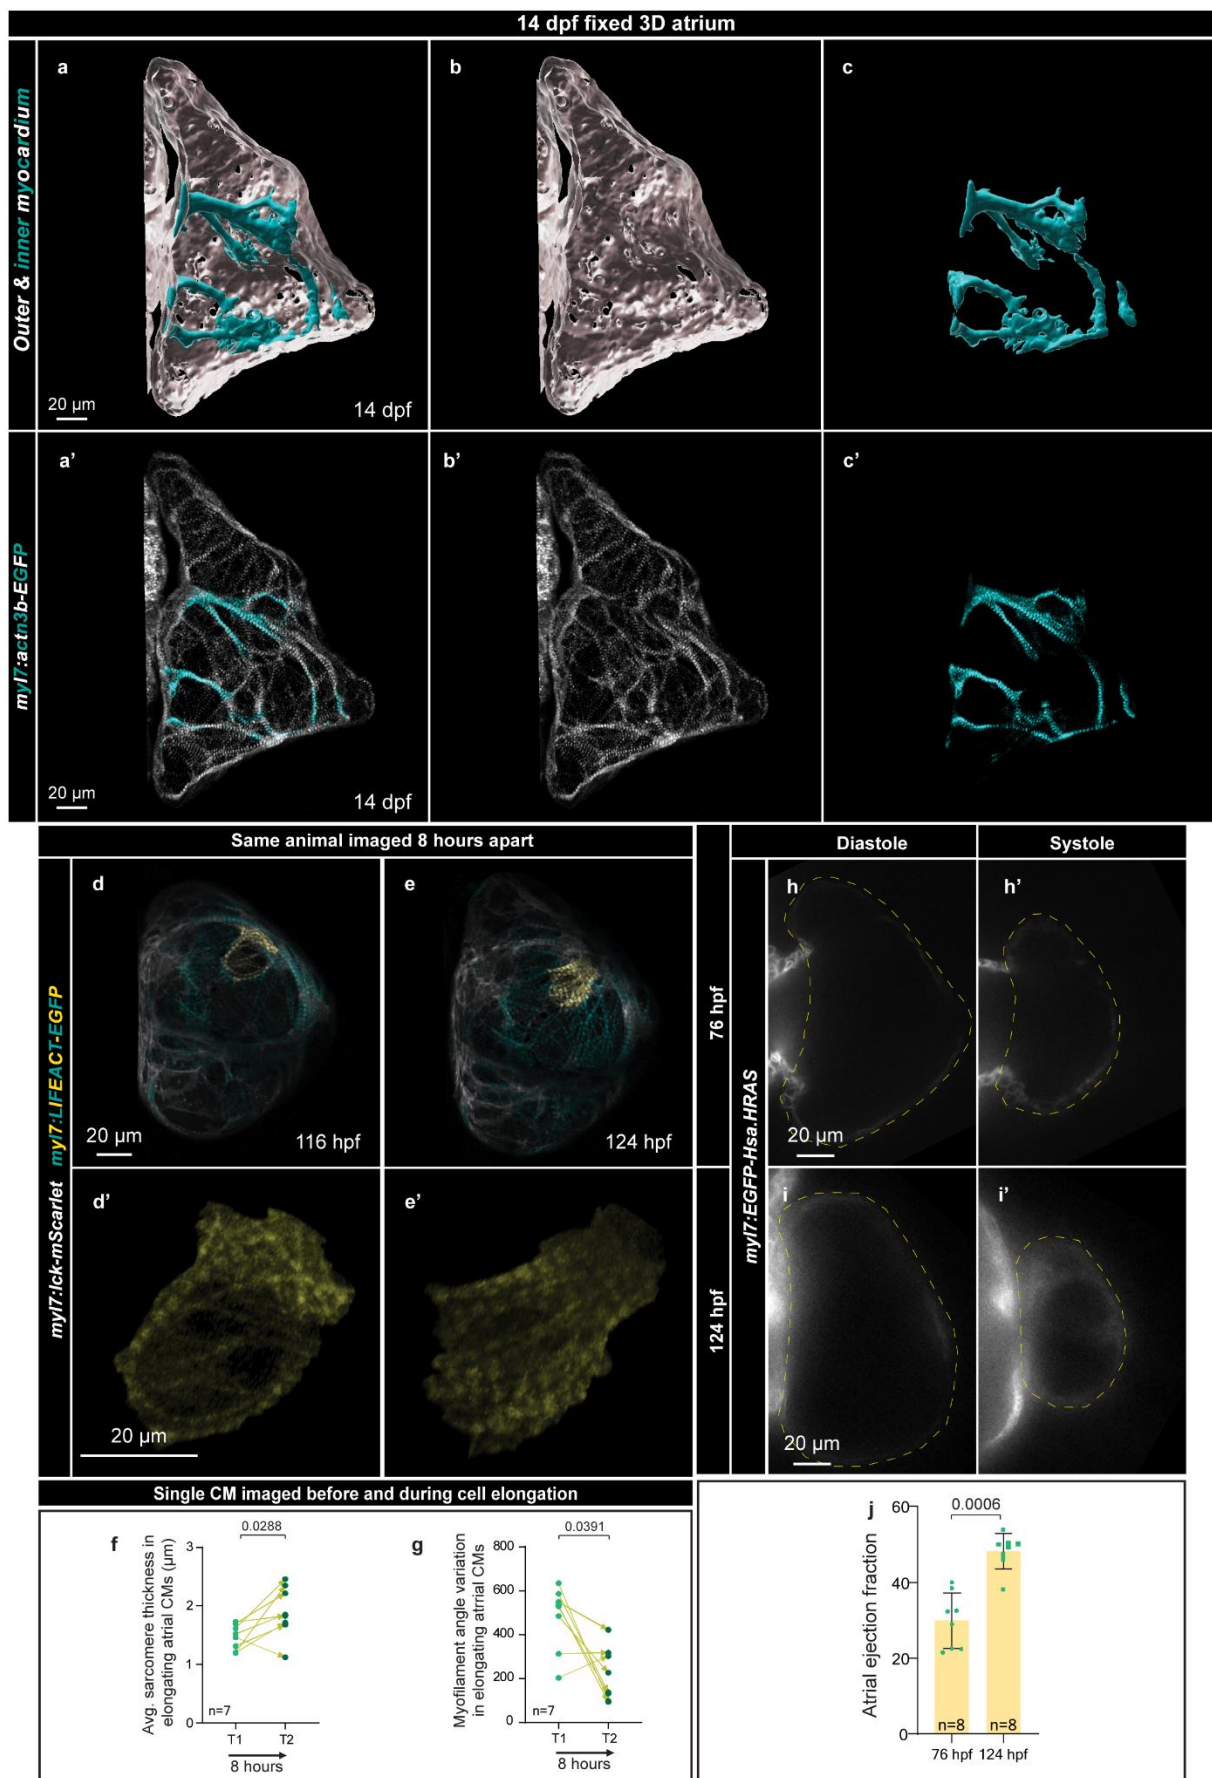

**Supplementary Figure 3: Correlation between atrial cardiomyocyte elongation and myofibril maturation.** **a-c**, 3D surface rendering of a fixed atrium at 14 dpf; outer layer myocardium shown in white and inner layer myocardium in cyan. **a'-c'**, 3D confocal images of the atrium from which the surface rendering was created; sarcomere Z-bands shown in white for outer layer CMs and in cyan for inner layer CMs (*myl7:actn3b-EGFP*). **d-e'**, 3D confocal images of the same atrium before (116 hpf) and during (124 hpf) CM elongation; CM membranes shown in grey (*myl7:lck-mScarlet*) and CM actin in cyan (*myl7:LIFEACT-EGFP*). Example of myofibrils from an elongating CM tracked over time (yellow). **f, g**, Graphs showing the changes in sarcomere thickness and myofilament angle over time in elongating CMs (n=7; each data point represents the average value in one elongating CM; two tailed paired Student's t-test (f), two-tailed Wilcoxon test (g)). **h-i'**, Images from 2D spinning disk microscopy of a beating atrium at 76 (h, h') and 124 (i, i') hpf (different animals shown); CM membranes shown in grey (*myl7:EGFP-Hsa.HRAS*). **j**, Graph of atrial ejection fraction measured at 76 (prior to CM elongation) and 124 (after CM elongation) hpf (n=8 at 76 hpf and n=8 at 124 hpf; each data point represents one heart; two-tailed Mann-Whitney test (different zebrafish used). Error bars are mean  $\pm$  SD.

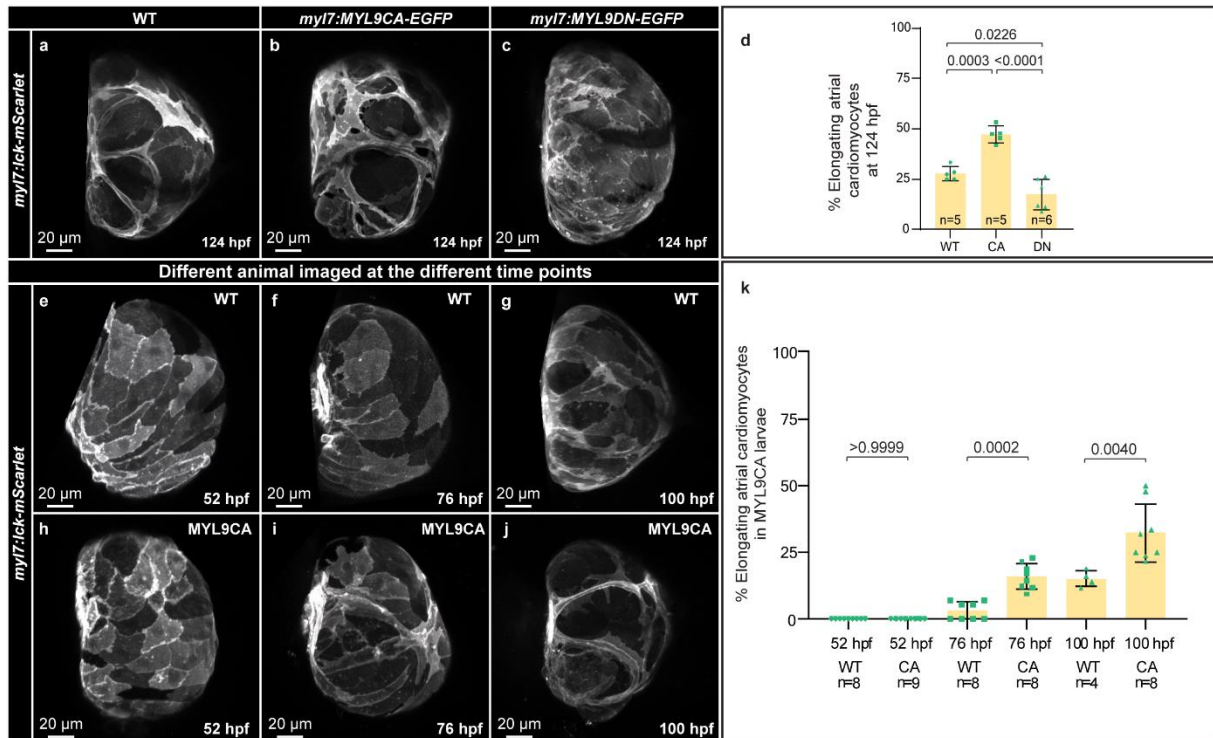

**Extended Data Fig. 4: The extent of atrial cardiomyocyte elongation is regulated by cell contractility.** **a-c**, 3D airyscan images of atria from 124 hpf wild-type, MYL9<sup>CA</sup> overexpressing (*myl7:MYL9CA-EGFP*), and MYL9<sup>DN</sup> overexpressing (*myl7:MYL9DN-EGFP*) larvae. CM membranes shown in white (*myl7:lck-mScarlet*). **d**, Percentage of elongating atrial CMs at 124 hpf in wild-type, MYL9<sup>CA</sup> and MYL9<sup>DN</sup> overexpressing hearts (n=5 wild-type and CA and n=6 DN; each data point represents one heart; ordinary one-way ANOVA with Tukey's multiple comparisons test, CA vs DN p-value =  $0.23 \times 10^{-5}$ ). **e-g**, 3D airyscan images of wild-type and MYL9<sup>CA</sup> overexpressing hearts (*myl7:MYL9CA-EGFP*) atria. The images are from different larvae taken at 52, 76 and 100 hpf. CM membranes shown in white (*myl7:lck-mScarlet*). **k**, Percentage of elongating atrial CMs in 52, 76 and 100 hpf wild-type and MYL9<sup>CA</sup> hearts (n=8 52 hpf wild-type, n=9 52 hpf CA, n=8 76 hpf wild-type, n=8 76 hpf CA, n=4 100 hpf wild-type, n=8 100 hpf CA; each data point represents one heart; two-tailed Mann-Whitney test for each two conditions compared). Error bars are mean  $\pm$  SD.

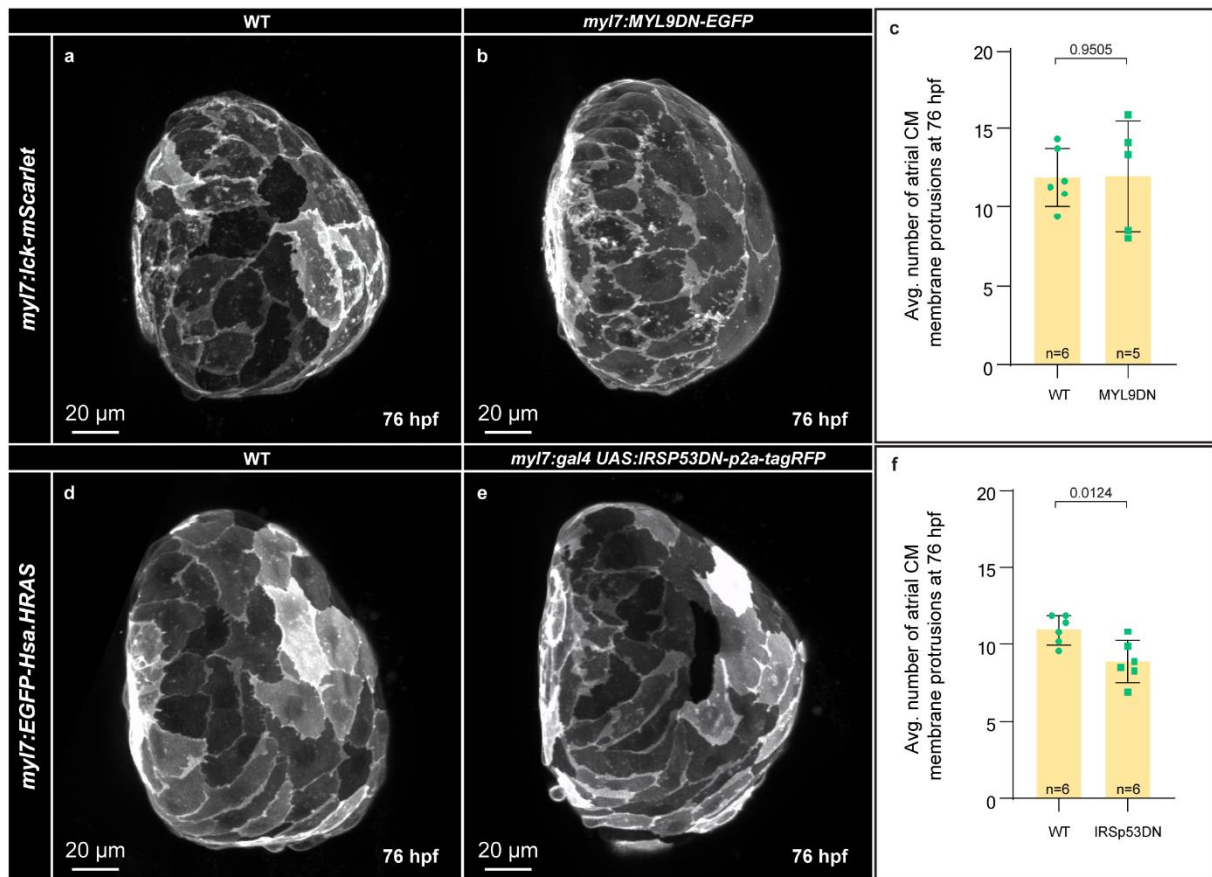

**Supplementary Figure 5: Cellular contractility does not appear to affect the number of membrane protrusions in atrial cardiomyocytes.** **a, b**, 3D airyscan images of the atrium from 76 hpf wild-type (a) and CM specific MYL9<sup>DN</sup> overexpressing (b) siblings; CM membranes shown in white (*myl7:lck-mScarlet*). **c**, Number of membrane protrusions per atrial CM and averaged per heart in 76 hpf from wild-type and CM specific MYL9<sup>DN</sup> overexpressing siblings (n=6 wild-type hearts; n=5 MYL9<sup>DN</sup> overexpressing hearts; each value represents the average from one heart; two-tailed unpaired Student's t-test). **d, e**, 3D airyscan images of 76 hpf atrium from wild-type (a) and CM specific IRSp53<sup>DN</sup> overexpressing (b) siblings; CM membranes shown in white (*myl7:EGFP-Hsa.HRAS*). **f**, Number of membrane protrusions per cell and averaged per atrial CM and averaged per heart in 76 hpf from wild-type and CM specific IRSp53<sup>DN</sup> overexpressing siblings (n=6 wild-type hearts; n=6 IRSp53<sup>DN</sup> overexpressing hearts; each value represents the average from one heart; two-tailed unpaired Student's t-test). Error bars are mean  $\pm$  SD.

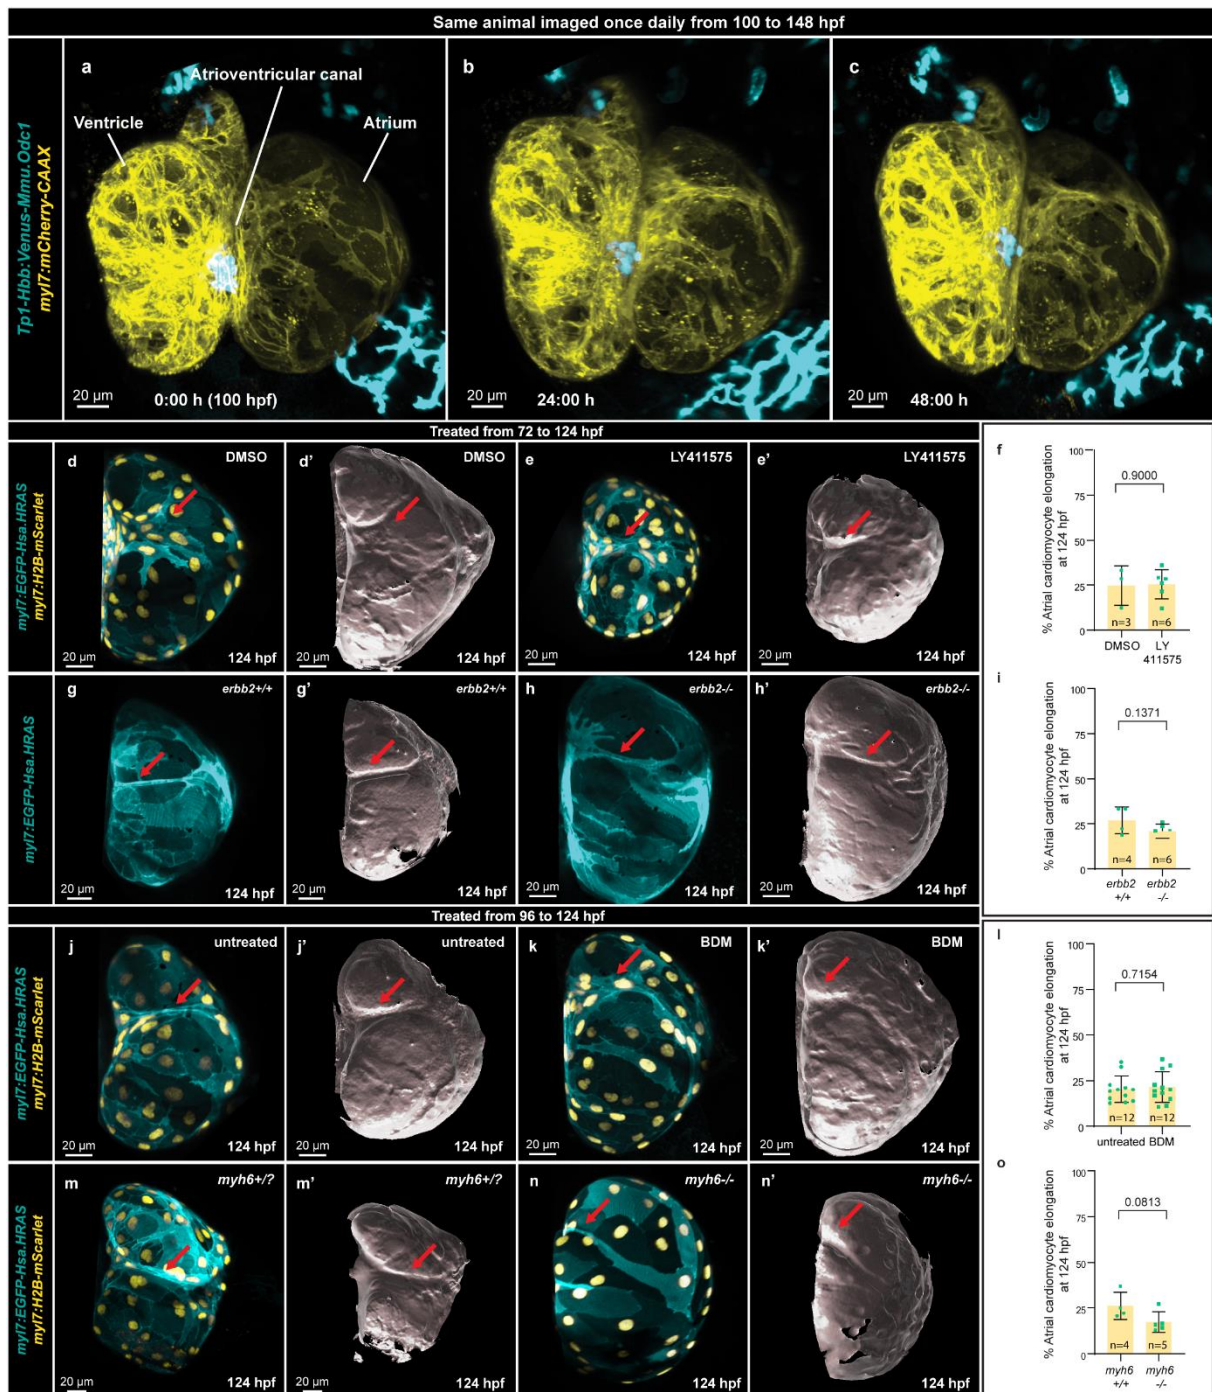

**Supplementary Figure 6: Processes required for ventricular trabeculation are not required for atrial morphogenesis.** **a-c**, 3D longitudinal confocal images of 100, 124, and 148 hpf hearts; CM membranes shown in yellow (*myl7:mCherry-CAAX*) and Notch reporter expression in cyan ( *Tp1-Hbb:Venus-Mmu.Odc1*). **d, e**, 3D airyscan imaging of atria from 124 hpf larvae treated from 72 to 124 hpf with DMSO or LY411575; red arrows point to elongating CMs. **d', e'** Cross-sections through 3D myocardial surface renderings of (d) and (e); arrows point to inner ridges corresponding to the elongating CMs from (d) and (e). **f**, Percentage of elongating atrial CMs from 124 hpf larvae treated with DMSO or LY411575 from 72 to 124 hpf (n=3 DMSO; n=6 LY411575; each data point represents one heart; two-tailed unpaired Student's t-test). **g, h**, 3D airyscan images of atria from 124 hpf homozygous wild-type and *erbb2* mutant sibling larvae; CM membranes shown in cyan (*myl7:EGFP-Hsa.HRAS*); red arrows point to elongating CMs. **g', h'** Cross-sections through 3D myocardial surface renderings of (g) and (h); arrows point to inner ridges corresponding to the elongating CMs from (g) and (h). **i**, Percentage of elongating atrial CMs from 124 hpf homozygous wild-type and *erbb2* mutant siblings (n=4 wild-type; n=6 *erbb2* mutants, each data point represents one heart; two-tailed unpaired Student's t-test). **j, k**, 3D airyscan imaging of atria from 124 hpf larvae treated from 96 to 124 hpf with DMSO or BDM; CM membranes shown in cyan (*myl7:Hsa.HRAS-EGFP*) and CM nuclei in yellow (*myl7:H2B-mScarlet*); red arrows point to elongating CMs. **j', k'** Cross-sections through 3D myocardial surface renderings of (j) and (k); arrows point to inner ridges corresponding to the elongating CMs from (j) and (k). **l**, Percentage of elongating atrial CMs from 124 hpf untreated and BDM treated (n=12 untreated; n=12 BDM; each data point represents one heart; two-tailed unpaired Student's t-test). **m, n**, 3D airyscan imaging of 124 hpf homozygous wild-type and *myh6* mutant siblings; CM membranes shown in cyan (*myl7:EGFP-Hsa.HRAS*) and CM nuclei in yellow (*myl7:H2B-mScarlet*); red arrows point to elongating CMs. **m', n'** Cross-sections through 3D myocardial surface renderings of (m) and (n); arrows point to inner ridges corresponding to elongating CMs from (m) and (n). **o**, Percentage of elongating atrial CMs from 124 hpf homozygous wild-type and *myh6* mutant sibling larvae (n=4 wild-type; n=5 *myh6* mutants; each data point represents one heart; two-tailed unpaired Student's t-test). Error bars are mean  $\pm$  SD.

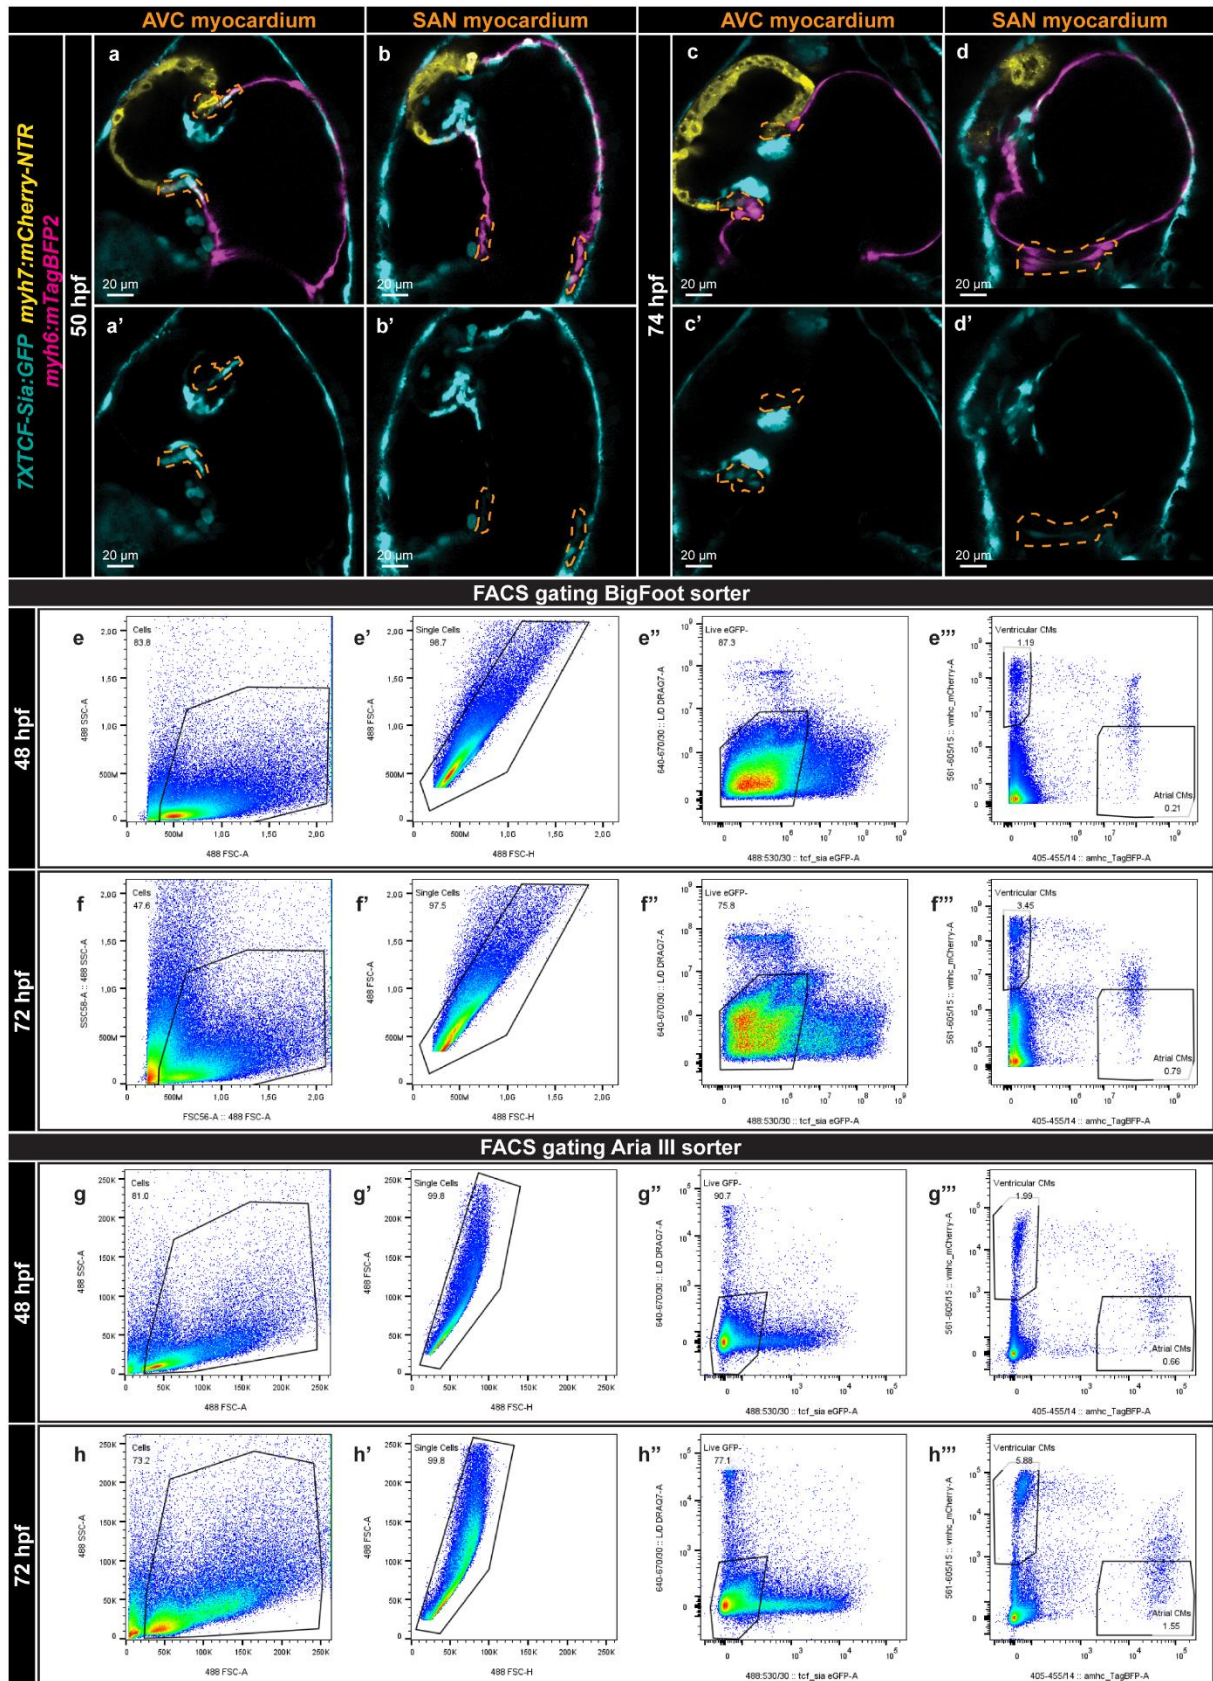

**Extended Data Fig. 7: Atrial cardiomyocyte Fluorescence Activated Cell Sorting.** **a-d'**, Confocal images of a zebrafish heart at 50 (a-b') and 74 (c-d') hpf; ventricular CMs shown in yellow (*myh7:mCherry-NTR*), atrial CMs in magenta (*-4.5myh6:mTagBFP2*), and AVC and sinoatrial node CMs in cyan (*7XTCF-Sia:eGFP*); AVC and sinoatrial node CMs outlined by the orange dashed lines (a'-d'). **e-f''**, Graphs showing the BigFoot gating strategies to sort atrial CMs at 48 (e-e'') and 72 (f-f'') hpf. **g-h''**, Graphs showing the Aria III gating strategies to sort atrial CMs at 48 (g-g'') and 72 (h-h'') hpf.

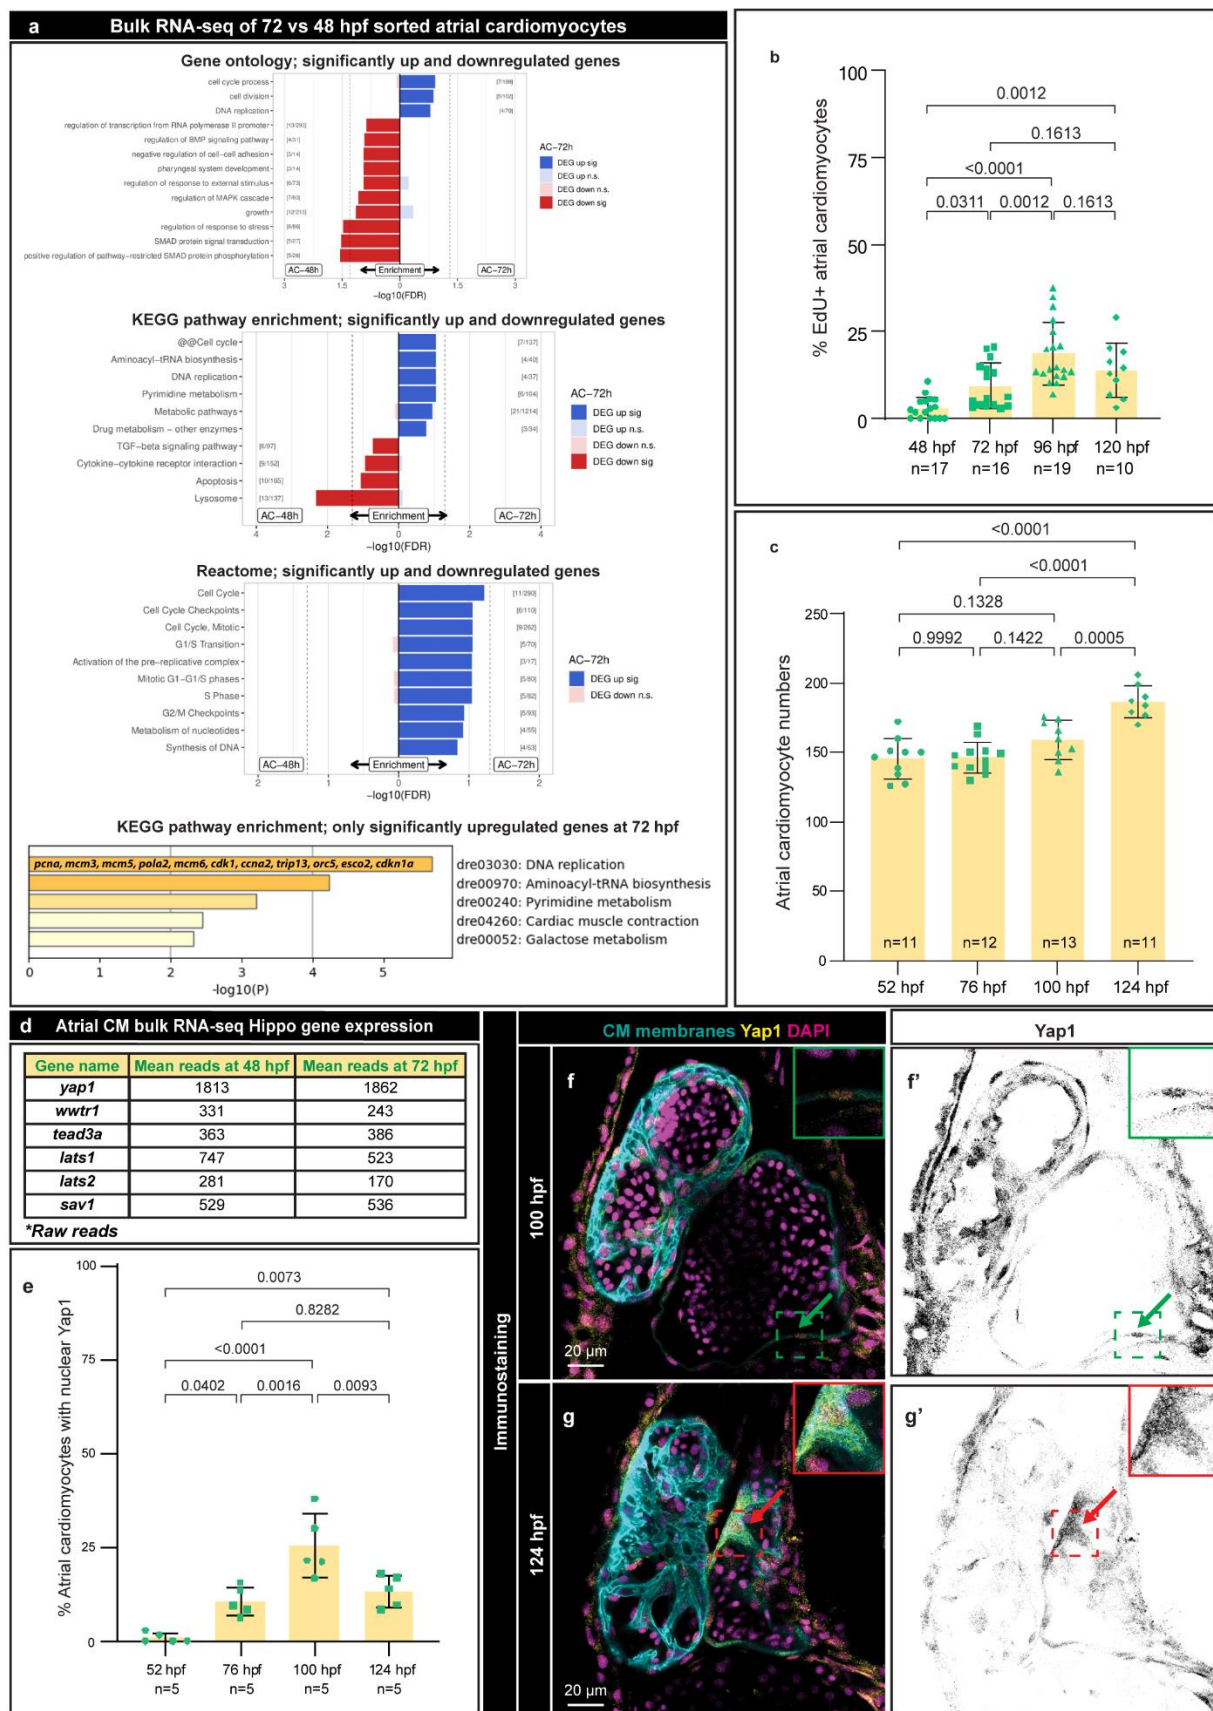

**Extended Data Fig. 8: Atrial cardiomyocyte cell division and Hippo pathway gene expression.** **a**, Significantly differentially expressed genes in sorted atrial CMs at 72 hpf compared with 48 hpf. **b**, Percentage of EdU<sup>+</sup> atrial CMs after a 24-hour pulse starting at the indicated times (n=17 48 hpf, n=16 72 hpf, n=19 96 hpf, n=10 120 hpf; each data point represents one heart; ordinary one-way ANOVA with Tukey's multiple comparisons test). **c**, Atrial CM numbers at 52, 76, 100, and 124 hpf (n=11 52 hpf, n=12 76 hpf, n=13 100 hpf, n=11 124 hpf; each data point represents one heart; Kruskal-Wallis test with Dunn's multiple comparisons test). **d**, Hippo pathway gene expression levels from bulk RNA-sequencing data of sorted atrial CMs at 48 and 72 hpf. **e**, Percentage of atrial CMs with nuclear Yap1 at 52, 76, 100, and 124 hpf (n=5 all time points; each data point represents one heart; ordinary one-way ANOVA with Tukey's multiple comparisons test). **f-g'**, Confocal images of hearts immunostained for CM membranes (anti-GFP, cyan) and Yap1 (anti-Yap1, yellow f, g; grey f', g'), and counterstained with DAPI (DNA, magenta) imaged at 100 and 124 hpf; green arrow points to an atrial CM with nuclear Yap1 localization; red arrow points to an elongating atrial CM that does not exhibit nuclear Yap1 localization; squares show the magnified regions. Error bars are mean  $\pm$  SD.

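Pathways other than the cell cycle in panel a of the figure were examined in the same way. Of 36 aminoacyl-tRNA synthetase genes tested, 32 had a higher estimate at 72 hpf, with a median log2 fold change of 0.44. At an unadjusted p-value under 0.05 from edgeR's quasi-likelihood test, 8 were higher and 1 was lower, and 0 were called after adjustment. DESeq2 called 4 of the 36 higher (adjusted p = 0.00109 for the set, one-sided Fisher's exact test). Lysosome genes moved the other way, with 17 of 91 having a higher estimate at 72 hpf, a median log2 fold change of -0.56, and 21 genes lower and 3 higher at an unadjusted p-value under 0.05. The edgeR calls held 0 of them, and DESeq2 called 10 lower (adjusted p = 0.000488, one-sided Fisher's exact test). For SMAD signaling genes, 17 of 58 had a higher estimate, the median log2 fold change was -0.23, 11 were lower at an unadjusted p-value under 0.05, 0 were called by edgeR and 6 by DESeq2 (adjusted p = 0.00665). The camera test in limma gave adjusted p-values of 5.72e-08 for the synthetase set, 3.16e-08 for the lysosome set and 0.000889 for the SMAD set. In the 9 splits that mix the stages, with the stage as a covariate, the adjusted camera p was under 0.05 in 0 for the synthetase set, in 2 for the lysosome set and in 0 for the SMAD set.

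The deposited table lists KEGG pathways for each gene. Among the genes that DESeq2 called higher at 72 hpf, 7 belonged to Cell cycle, 4 to DNA replication, 4 to Aminoacyl-tRNA biosynthesis, 6 to Pyrimidine metabolism, 20 to Metabolic pathways and 3 to Drug metabolism by other enzymes. Among the genes called lower, 13 belonged to Lysosome, 10 to Apoptosis, 9 to Cytokine-cytokine receptor interaction and 6 to TGF-beta signaling. Of the 451 genes called lower, 189 were at or under 3 counts in all 72 hpf libraries. Without genes at this floor in a stage, the median log2 fold change of the cytokine term moved from -0.51 to -0.26. Lysosome stayed at -0.40, Apoptosis moved from -0.24 to -0.22 and TGF-beta signaling from -0.11 to -0.10. Leukocyte marker RNA was also lower at 72 hpf, and its part in these terms was not separated. Adjusted over the 12 KEGG terms that the figure shows, Fisher's exact test on DESeq2's calls gave p-values from 0.000282 for Lysosome to 0.171 for Cardiac muscle contraction. The paper chose these terms from the same libraries, so these p-values are no independent test of them. The edgeR calls held 0 genes of each of these terms.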

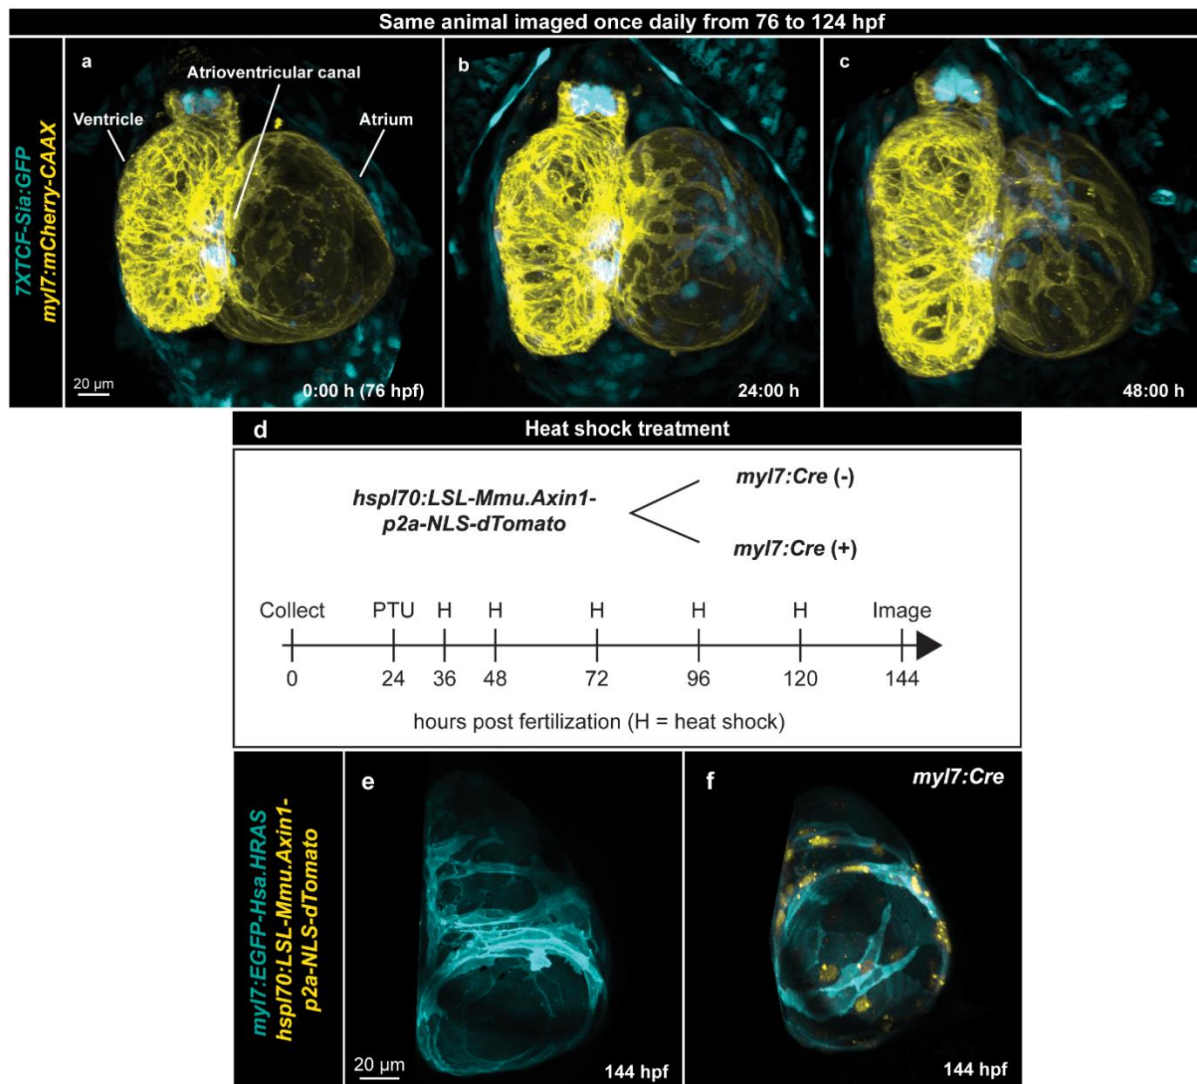

**Supplementary Figure 9: No TCF-Sia reporter expression in atrial cardiomyocytes, and no significant effect on atrial cardiomyocyte elongation from overexpressing Axin1 in cardiomyocytes.** **a-c**, 3D confocal imaging of the same heart taken once daily from 76 to 124 hpf; CM membranes shown in yellow (*myl7:mCherry-CAAX*) and Wnt/ $\beta$ -catenin reporter expression in cyan (*7xTCF-Sia:GFP*). **d**, Schematic of heat shock treatment (made in Adobe Illustrator by MA). **e, f**, 3D confocal images of atria from larvae that were heat shocked as described in (d); CM membranes shown in cyan (*myl7:EGFP-Hsa.HRAS*) and Axin1 overexpression in yellow (*hspl7:LSL-Mmu.Axin1-p2a-NLS-dTomato*).

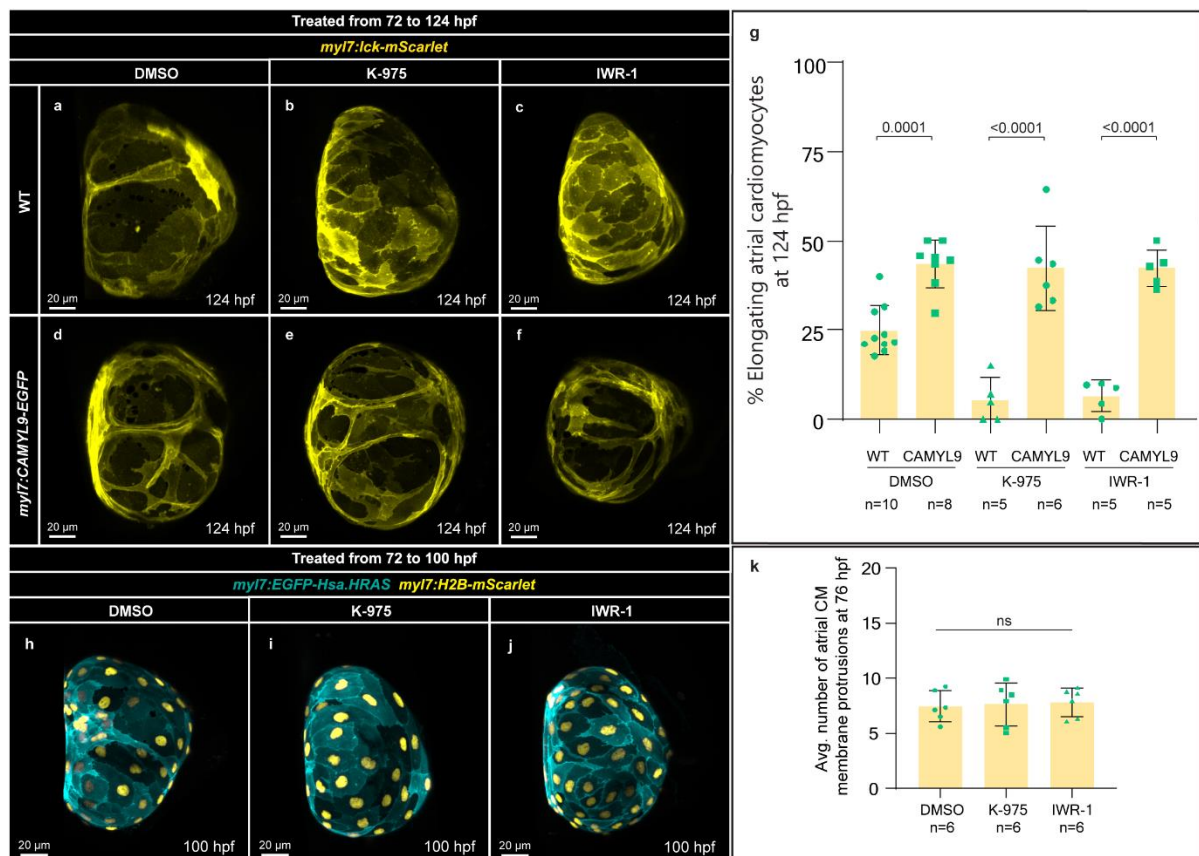

**Supplementary Figure 10: Cytoskeletal changes important for atrial cardiomyocyte elongation occur downstream of the Hippo pathway. a-f,** 3D confocal images of 124 hpf larvae treated from 72 to 124 hpf with DMSO, K-975, or IWR-1; CM membranes shown in yellow (*myl7:lck-mScarlet*); **a-c,** control siblings; **d-f,** CM specific MYL9<sup>CA</sup> overexpressing larvae (*myl7: MYL9CA-EGFP*). **g,** Percentage of elongating atrial CMs from 124 hpf control siblings and CM specific MYL9<sup>CA</sup> overexpressing larvae treated from 72 to 124 hpf with DMSO, K-975, or IWR-1 (n=10 DMSO control, n=8, DMSO MYL9<sup>CA</sup>, n=5 K-975 control, n=6 K-975 MYL9<sup>CA</sup>, n=5 IWR-1 control, n=5 IWR-1 MYL9<sup>CA</sup>; each data point represents one heart; ordinary one-way ANOVA with Tukey's multiple comparisons test, K-975 WT vs MYL9<sup>CA</sup> p-value =  $0.28 \times 10^{-8}$ , IWR-1 WT vs MYL9<sup>CA</sup> p-value =  $0.41 \times 10^{-7}$ ). **h-j,** 3D airyscan images of 100 hpf larvae treated from 72 to 100 hpf with DMSO, K-975, or IWR-1; CM membranes shown in cyan (*myl7:EGFP-Hsa.HRAS*) and CM nuclei in yellow (*myl7:H2B-mScarlet*). **k,** Number of atrial CM membrane protrusions determined per cell and averaged per heart (n=6 all three conditions; ordinary one-way ANOVA with Tukey's multiple comparisons test; DMSO vs K-975 p-value = 0.9780, DMSO vs IWR-1 p-value = 0.9113, K-975 vs IWR-1 p-value = 0.9758). Error bars are mean  $\pm$  SD.

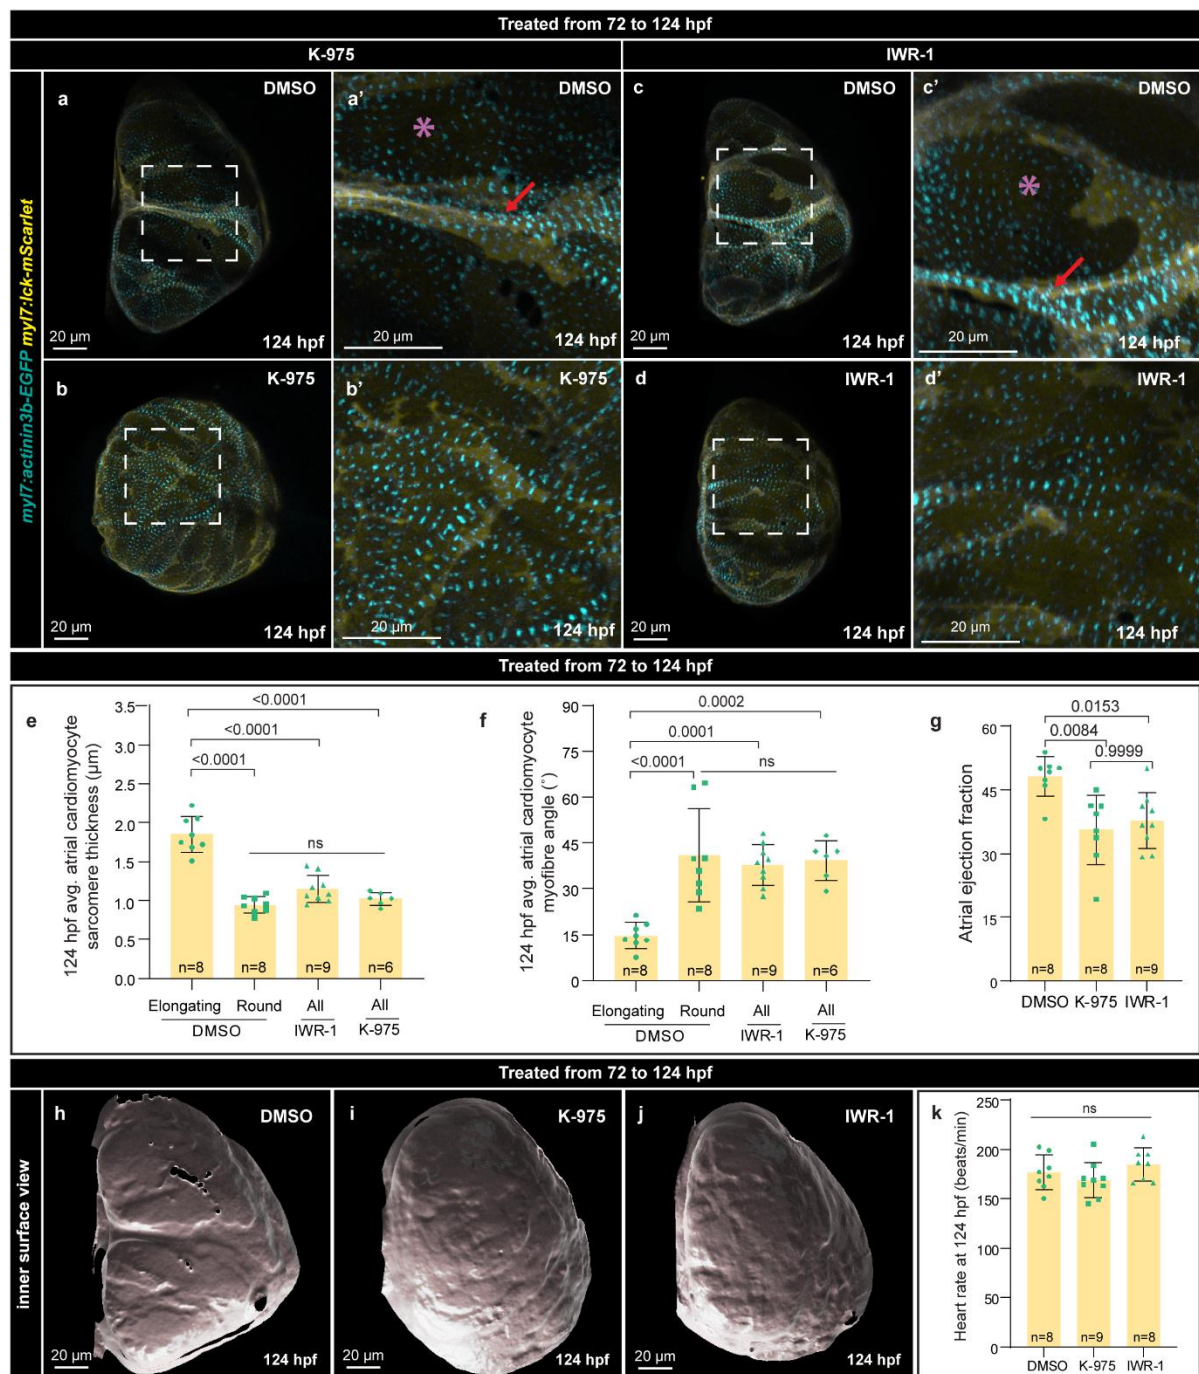

**Supplementary Figure 11: Loss of atrial cardiomyocyte elongation impairs cardiac**

**function.** **a-c**, 3D confocal images of atria from 124 hpf larvae treated from 72 to 124 hpf with DMSO (**e**, **e'**, **g**, **g'**), K-975 (**f**, **f'**), or IWR-1 (**h**, **h'**); CM membranes shown in yellow (*myl7:lck-mScarlet*) and sarcomere Z-bands in cyan (*myl7:actinin3b-EGFP*). Dashed squares indicate the zoomed in regions; red arrows point to elongating CMs; purple asterisks indicate round CMs. **e**, Atrial CM average sarcomere thickness from 124 hpf larvae treated from 72 to 124 hpf with DMSO, IWR-1, or K-975 (n=8 DMSO; average of 3 round and 3 elongating CMs per heart; n=9 IWR-1, n=6 K-975; average of 6 CMs per heart; each data point represents one heart; ordinary one-way ANOVA with Tukey's multiple comparisons test, DMSO elongating vs round p-value =  $0.14 \times 10^{-9}$ , DMSO elongating vs IWR-1 p-value =  $0.17 \times 10^{-7}$ , DMSO elongating vs K-975 p-value =  $0.49 \times 10^{-8}$ , DMSO round vs IWR-1 p-value = 0.0509, DMSO round vs K-975 p-value = 0.3909, IWR-1 vs K-975 p-value = 0.2941). **f**, Average atrial CM myofibril orientation from 124 hpf larvae treated from 72 to 124 hpf with DMSO, IWR-1, or K-975 (n=8 DMSO; average of 3 round and 3 elongating CMs per heart; n=9 IWR-1, n=6 K-975; average of 6 cells per heart; each data point represents one heart; ordinary one-way ANOVA with Tukey's multiple comparisons test, DMSO elongating vs round p-value =  $0.29 \times 10^{-4}$ , DMSO round vs IWR-1 p-value = 0.9007, DMSO round vs K-975 p-value = 0.988, IWR-1 vs K-975 p-value = 0.991). **g**, Atrial ejection fraction in 124 hpf larvae treated with DMSO, K-975, or IWR-1 (n=8 DMSO and K-975, n=9 IWR-1, each data point represents one heart; Kruskal-Wallis test with Dunn's multiple comparisons test). **h-j**, Cross-sections through 3D reconstructed atrium from 124 hpf larvae treated from 72 to 124 hpf with DMSO, K-975, or IWR-1. **k**, Heart rate in 124 hpf larvae treated from 72 to 124 hpf with DMSO, K-975, or IWR-1 (n=8 DMSO, n=9 K-975, n=8 IWR-1; each data point represents one heart; ordinary one-way ANOVA with Tukey's multiple comparisons test, DMSO vs K-975 p-value = 0.6385, DMSO vs IWR-1 p-value = 0.628, K-975 vs IWR-1 p-value = 0.1715). Error bars are mean  $\pm$  SD.

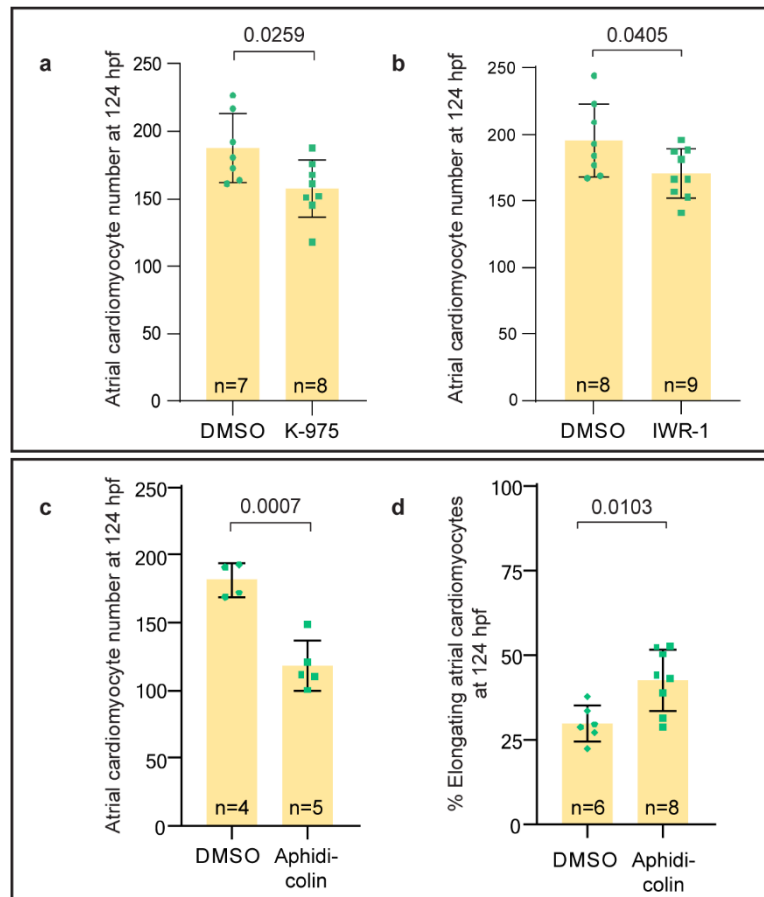

**Supplementary Figure 12: Hippo pathway inhibition reduces atrial cardiomyocyte numbers.** **a, b**, Atrial CM numbers in 124 hpf larvae treated from 72 to 124 hpf with DMSO, K-975, or IWR-1 (n=7 DMSO, n=8 K-975, n=8 DMSO, n=9 IWR-1; each data point represents one heart; two-tailed unpaired Student's t-test). **c**, Atrial CM numbers in 124 hpf larvae treated from 72 to 124 hpf with DMSO or Aphidicolin (n=4 DMSO, n=5 Aphidicolin; each data point represents one heart; two-tailed unpaired Student's t-test). **d**, Percentage of elongating atrial CMs in 124 hpf larvae treated from 72 to 124 hpf with DMSO or Aphidicolin (n=6 DMSO, n=8 Aphidicolin, each data point represents one heart; two-tailed unpaired Student's t-test). Error bars are mean ± SD.

| Condition                              | Atrial CM protrusion formation | Atrial CM elongation | Atrial CM orientation |
|----------------------------------------|--------------------------------|----------------------|-----------------------|
| IRSp53 <sup>DN</sup> CM overexpression | reduced                        | reduced              | affected              |
| NSC23766 (Rac1 inhibition)             | not reduced                    | reduced              | not affected          |
| MYL9 <sup>DN</sup> CM overexpression   | not reduced                    | reduced              | not analyzed          |
| MYL9 <sup>CA</sup> CM overexpression   | not analyzed                   | increased            | not analyzed          |
| K-975 (Yap1 inhibition)                | not reduced                    | reduced              | affected              |
| IWR-1 (Tankyrase inhibition)           | not reduced                    | reduced              | affected              |

**Supplementary Table 1:** Relationship between atrial CM protrusions and their elongation.

# Supplementary material for: Distinct mechanisms regulate ventricular and atrial chamber wall formation
**Source:** Nat Commun. 2024 Sep 17;15:8159. doi: 10.1038/s41467-024-52340-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files:

**Supplementary Movie 1:** Complete 3D reconstruction of the zebrafish atrium at 124 hpf. CM membranes shown in cyan (myl7:EGFP-Hsa.HRAS) and CM nuclei in yellow (myl7:H2B-mScarlet); grey spheres indicate the nuclei of all the atrial CMs; cross-section through the atrium shows an example of an elongating atrial CM segmented in 3D with a magenta surface.

**Supplementary Movie 2:** Atrial muscle structures at 14 dpf. 360° view of the heart shown in Fig. 3 and its 3D segmentations. CM membranes shown in white and cyan (myl7:EGFP-Hsa.HRAS) and CM nuclei in yellow (myl7:H2B-mScarlet); cyan marks the inner layer atrial CMs.

# Supplementary material for: Distinct mechanisms regulate ventricular and atrial chamber wall formation
**Source:** Nat Commun. 2024 Sep 17;15:8159. doi: 10.1038/s41467-024-52340-3
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Zen 2.3 SP1 FP3 black, Zen 2011 SP3 black, Zen 2.6 Blue were used for imaging.

Data analysis Zen 2.3 SP1 FP3 black, Imaris 10.0.0, Imarisfile Converter 10.0.0 and ImageJ were used for image analysis; GraphPad Prism 9 for statistical tests; R for polar plots.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The bulk RNA-sequencing dataset reported in this paper was deposited in the Gene Expression Omnibus (GEO) database (accession: GSE249149 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE249149]). Source data are provided with the paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

In compliance with the principle of the 3Rs we sought to reduce the number of animals as far as possible. We determined sample size through a Power test on data from animals younger than 120 hours post fertilization (hpf) (before the legally protected stages are reached). Using these data we determined a maximum of 13 animals 120 hpf or older to be used per condition which was accepted under the animal proposal.

### Data exclusions

For all longitudinal imaging, zebrafish that did not recover well after imaging were excluded from analysis and further imaging. silent atrium mutants (Supplementary Fig. 4m) which had absent blood flow due to a collapsed ventricle were excluded from imaging and analysis.

### Replication

All experiments were performed on at least three independent batches of animals.

### Randomization

For all experiments (except those involving mutants), the embryos were sorted for fluorescence and healthy morphology, before being randomly assigned into experimental groups.

### Blinding

Blinding procedures were performed whenever possible, except for drug treatments as the experiment and data analysis were performed by the same investigator.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-Yap1 polyclonal antibody (generated by Prof. Virginie Lecaudey, 1:200), anti-eGFP (monoclonal chicken, ab13970, 1:200), Alexa Fluor 488 and Alexa Fluor 647 (produced in goat, Thermo Fisher Scientific, 1:500).                                                                                                                                                                                                                                                                                                                                                                                                        |
| Validation      | Antibodies were validated by suppliers or in other published peer-reviewed studies.<br><br>Anit-Yap1<br>Bornhorst, D. et al. Biomechanical signaling within the developing zebrafish heart attunes endocardial growth to myocardial chamber dimensions. Nat Commun 10, 4113 (2019).<br>Peralta, M. et al. Intraflagellar Transport Complex B Proteins Regulate the Hippo Effector Yap1 during Cardiogenesis. Cell Reports 32, 107932 (2020)<br><br>anti-eGFP<br>Gunawan, F. et al. Focal adhesions are essential to drive zebrafish heart valve morphogenesis. J Cell Biol 218, 1039-1054, doi:10.1083/jcb.201807175 (2019). |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Zebrafish (Danio rerio), strain: Tüb/AB, adult fish (both male and females) were used in the study. Experiments were performed on animals up to 14 days post fertilization, sex is not specified.                                                                                                                                                                                                                                                                                                                                                                                             |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Reporting on sex        | Sex is not specified at the time of experiments, and thus was not taken into consideration.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | All procedures performed on animals conform to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes and were approved by the Animal Protection Committee (Tierschutzkommission) of the Regierungspräsidium Darmstadt (reference: B2/2057). Statistical experiments performed before 120 hpf to determine a maximum sample size to be used on larvae past 120 hpf. Sample size was calculated to minimize the number of animals used in compliance to the principle of the 3Rs and the European Directive 2010/63/EU. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Approximately 150 hearts at 48 and 72 hpf were extracted through manual dissection and dissociated using the Pierce Cardiomyocyte Isolation Kit (Thermo Fisher Scientific, Catalog# 88281) as previously described<sup>97</sup>. In brief, hearts were dissected in Dulbecco's modified Eagle's medium (DMEM)+GlutaMAX (Thermo Fisher Scientific, Catalog# 10566016) supplemented with 10% FBS and kept on ice throughout the dissociation protocol; the hearts were centrifuged at 4°C for 5 minutes at 2300g; the supernatant was removed and the hearts were washed with 1 ml Hank's Balanced Salt Solution (HBSS); the tissue was dissociated into single cells by incubating it with 100 µl Enzyme 1 and 5 µl Enzyme 2 from the Pierce Cardiomyocyte Isolation Kit at 30°C on a shaker set at 300 rpm; 1 ml of DMEM with FBS was added to stop the digestion and removed after centrifugation at 4°C for 3 min at 800 g; fresh DMEM with FBS was added to resuspend the cells and pass them through a 40 µl-filtered fluorescence-activated cell sorting (FACS) sample tube. 2 µl of DRAQ7™ Dye (Catalog# D15106) was added and incubated in the dark for 10 min at RT. The cell suspension was filtered through a 35 µm nylon Falcon® 5 mL Round Bottom Polystyrene 12x75 mm Test Tube (Product# 352235). Cells were sorted using a BD FACSAria™ III (BD Biosciences) or an Invitrogen Bigfoot Spectral Cell Sorter (ThermoFisher Scientific) equipped with a 100 µm nozzle and with 20 psi pressure on the instruments. Live and non-AVC and -SAN CMs were gated by exclusion of DRAQ7™ Dye using 633 nm excitation paired with 730/45 nm band pass filter and eGFP fluorescence using 488 nm excitation paired with 530/30 nm band pass filter, respectively. To sort atrial CMs (myh6:mTagBFP2+), tagBFP fluorescence was measured with 405 nm excitation paired with 455/14 nm band pass filter or 450/50 nm band pass filter; to sort ventricular CMs (myh7:mCherry-NTR+), mCherry fluorescence was measured with 561 nm excitation paired with 610/20 nm band pass filter. Sorted cells were resuspended in 500 µl Trizol for subsequent RNA extraction.

Instrument

BD FACSAria™ III and BigFoot

Software

BD FACSAria™ III and BigFoot

Cell population abundance

Embryonic zebrafish atrial CMs are low in number and sensitive to dissociation, so in order to get enough cells for RNA-sequencing, a total of 5 sorting sessions were completed to obtain 1000-2000 cells per replicate, 3 replicates per condition. The first two replicates consist of cells sorted using the BD FACSAria™ III and BigFoot and the third replicate consists of cells sorted using the BigFoot only.

Purity was approximately 95%

Gating strategy

For gating (Supplementary Fig. 5e-h''), following exclusion of debris, cell population was selected (Cells), from which single cells were gated with FSC-A vs FSC-H parameter (Single cells). Within this single cell population, live cells were selected by exclusion of DRAQ7™ Dye+ population and eGFP+ AVC and SAN CMs. High intensity mTagBFP2 cells with low or no mCherry signal was used to gate Atrial CMs. Ventricular CMs were gated for only mCherry positive cells as low mCherry signal was present in the atrium, and high mCherry in the ventricle (Supplementary Fig. 5a-d).

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

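RNA of sorted zebrafish atrial CMs was sequenced in bulk at 48 and 72 hpf, with 3 libraries per stage and 6 in all. The authors deposited 1 table of raw counts per gene. They had trimmed single-end reads with Trimmomatic, aligned them to danRer11 with Ensembl annotation using STAR, removed duplicate reads with Picard together with multi-mapping, ribosomal and mitochondrial reads, and counted reads on exons with featureCounts, leaving out reads that overlap several genes. The counts are therefore not normalized, but they are free of duplicates, and the paper's text does not state whether strand was used in counting. The table lists 23000 genes, of which 1678 have no count, 201 have a ribosomal RNA biotype and 0 are mitochondrial, and 307 symbols occur for more than 1 gene. It names every gene by its Ensembl identifier and symbol and gives its position on danRer11, which is where all coordinates come from. No reference genome was used here, so GC content was not examined.

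Library totals ranged from 3694451 to 5629941 counts at 48 hpf (median 4723024) and from 3577234 to 4541886 at 72 hpf (median 4464674). With a floor of 3 counts, the smallest share a library can show was 0.533 to 0.812 CPM (counts scaled to the library total) at 48 hpf and 0.661 to 0.839 at 72 hpf. Libraries were grouped by stage from their labels, and 0 other columns of values per library were present. Libraries of the 2 stages share replicate numbers 1, 2 and 3 in the labels, but those of the same number come from different animals.

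The stages were compared with edgeR 4.0.16 in R 4.3.3, using TMM normalization and the quasi-likelihood test with robust moderation. Standard errors given with edgeR's log2 fold changes are the absolute fold change divided by the square root of the F statistic. Genes with a mean normalized count of 5 or less over the 6 libraries were left out before the test. Genes were called at an adjusted p-value below 0.05, by the Benjamini-Hochberg method, and a log2 fold change above 0.585 or below -0.585, the thresholds the paper gives. Each of 7 gene sets written by hand was tested among the called genes with a one-sided Fisher's exact test against all tested genes and adjusted over the 7 sets. The 12 KEGG terms of Supplementary Fig. 8a were tested with the members that the deposited table lists and adjusted as a family of their own. That adjustment differs from the paper's, which covered all terms of KOBAS or Metascape, and the paper's enrichment p-values are not compared here. An exact permutation test of 3 libraries against 3 cannot give a p-value under 0.1.

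The alternatives were DESeq2 1.42.0 with its own size factors and filters, RLE size factors, limma 3.58.1 with voom and sample quality weights, no filter, the filterByExpr filter, no fold change threshold, the replicate number as a block, the sorter as a covariate, replicates 1 and 2 only, and each of the 6 libraries left out in turn. Gene sets were also tested with camera on all tested genes at an inter-gene correlation of 0.01. Camera was also run on the 9 other splits of the libraries into 3 and 3, without and with the stage as a covariate. Of the 19 fits, 3 were added after the data were seen, as were the settings of camera other than its plain form and the form with the replicate block. DESeq2 replaced its parametric dispersion trend by a local regression in these data. The paper used DESeq2 in an earlier version.

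Both tests were tested on simulated counts drawn from the means and totals of these libraries with edgeR's dispersion estimates, in which 200 genes were changed. Among 15242 genes, edgeR recovered 68 of the 200 with 5 false calls and voom recovered 50 with 1 false call, and among 16084 genes DESeq2 recovered 118 with 102 false calls. Because the simulation used edgeR's dispersions, its false calls may not equal those in the real counts. The estimated fold changes had slopes of 1.01 to 1.04 on the simulated ones. In the simulation camera gave 3.76e-17 for a shifted set and 0.813 for a random set, but it does not model the correlation between genes that real libraries have.

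The text names every gene that the paper names from these libraries, genes of the marker, Hippo and Yap target lists where a sentence is about that list, and the 5 called genes with the largest change in each direction that changed the same way in all 3 same-numbered pairs of libraries. Only nr1d1 met the last rule. Marker, Hippo and pathway lists were fixed before the data were examined, but the clock gene lists and the neuronal marker list were not. The EdU, immunostaining and inhibitor experiments were not analysed here.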

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

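The tests of library depth and of the sorter, and the test of leukocyte RNA, were chosen after the results were seen, and the test of clock genes before its result was seen. In data that the paper does not discuss, nr1d1 was the only gene called by edgeR's quasi-likelihood test, with a log2 fold change of 8.17 and higher counts in 3 of 3 libraries at 72 hpf. It is listed here because it lies outside the genes the paper reports on and is far above the smallest value the depth can show. Library depth does not explain it, since its mean share at 72 hpf would give 494 counts in the shallowest 48 hpf library, where 1 count was found. A difference in clock phase between the stages may explain it. In a list of 15 other genes of the same arm of the clock (nr1d, per, dbp and tef genes and their relatives), written after the gene table was first seen, 14 had higher estimates at 72 hpf with a median log2 fold change of 0.46. The adjusted camera p was 4.70e-05 for that arm, but the opposite arm of arntl and clock genes, which a shift in phase would lower, had a p of 0.990, and camera also gives small p-values between libraries of one stage (an adjusted p below 0.05 in 14 of 63 tests of the 7 other gene sets with the stage as a covariate). The time of day of the dissections was not examined. The pattern cannot be told apart from a difference in clock phase, whether from the time of collection or from development. The gene nr1d1 was called by edgeR in 1 of the 6 fits that each left out a library. Those fits have fewer libraries, so a lost call does not by itself show an unstable difference. DESeq2 on all libraries called nr1d1 with an adjusted p of 8.55e-32.

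The leukocyte marker list had 524 ± 253 CPM (SD, n = 3) at 48 hpf and 38.2 ± 64.7 at 72 hpf. It is listed here because the paper does not discuss these cells and the level at 48 hpf is far above the floor. At the mean 48 hpf share, 1875 counts would be expected in the shallowest 72 hpf library, where 0 were found, so depth does not account for it. The sorter does not either, because the replicate sorted on the BigFoot only held 816 CPM at 48 hpf and 0 at 72 hpf, and in all 3 libraries at 48 hpf the list as a whole was above the floor. RNA from leukocytes among the sorted 48 hpf cells is a candidate source. If it were the whole source the markers would be at or under 3 counts at 72 hpf, which held in every 72 hpf library for 3 of the 10 markers (lyz, mpx and spi1b), because replicate 2 at 72 hpf held 113 CPM. At 48 hpf mpx (232, 0 and 0 counts) and lyz (114, 5 and 1) were mostly in replicate 1, while mpeg1.1 had 274, 300 and 652. The list may mix leukocyte types, so this does not argue against leukocyte RNA. The level also differed between replicates within a stage. A difference between cell preparations, such as dissection or blood left in the hearts, cannot be told apart from a difference between the stages. The gene spi1b overlaps another gene, which the annotation places on the opposite strand, and its counts are uncertain because the paper's text does not name the strand setting of the counting.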

How the results depend on the processing

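Among the alternatives chosen before the data were examined, DESeq2 changed the most results. It called 186 genes higher and 451 lower, and 10 of the 11 proliferation genes named by the paper. Without a filter before the test, 2 genes were higher and 9 lower. None was called higher with limma voom (0, with 1903 genes at an unadjusted p under 0.05), with the sorter as a covariate (0, 1439 genes) or with replicates 1 and 2 only (0, 1255 genes). RLE size factors, filterByExpr and no fold change threshold each left 1 gene higher and 0 lower. Across the 6 fits that each left out a library, 0 to 1 genes were higher, 0 were lower, and 1078 to 1493 genes had an unadjusted p under 0.05. Chosen after the data were seen, DESeq2 after the mean filter called 204 higher and 463 lower with 9 proliferation genes, and edgeR without robust moderation called 1 gene lower. The cause of these differences was not tested. Of the genes DESeq2 called, 576 were also called after the mean filter.

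With 1 gene called higher and 0 lower, and none of them in a set, Fisher's test on the edgeR calls could give only 1, which is no measure of the sets. With DESeq2's calls, the adjusted Fisher p was 0.000488 for DNA replication, 5.91e-05 for S phase, 0.000104 for G2/M, 0.00109 for aminoacyl-tRNA synthetases, 0.000488 for lysosome and 0.00665 for SMAD signaling. After the mean filter these were 0.00524, 5.00e-05, 0.000116, 0.000154, 5.00e-05 and 0.0303. With camera they were 1.94e-12, 1.94e-12, 1.26e-12, 5.72e-08, 3.16e-08 and 0.000889. The cause was not tested. In the fits other than those with DESeq2 Fisher's test gave 1, and the canonical Yap target set stayed above 0.05 throughout. The KEGG members of DNA replication and lysosome did not change either result. For the KEGG term TGF-beta signaling the adjusted Fisher p on DESeq2's calls was 0.0394. It was 0.100 after the mean filter and 0.0684 with the replicate block, above 0.05 in both. The adjusted camera p of that term was 0.0149. The direction and side of 0.05 of the 6 sets by camera were the same with RLE size factors, with replicates 1 and 2 only and without each library in turn. They were also the same without the genes of Supplementary Fig. 8a for DNA replication, S phase and G2/M, and without genes at the floor for SMAD signaling and for lysosome, which lost only 1 of 91 genes. The others of these 6 sets lost no gene in these settings, which are no test of them. Camera p-values below 0.05 also arose between libraries of one stage, in 14 of 63 tests with the stage as a covariate. For the Yap target set by camera the adjusted p was 0.432 to 0.938 with a library left out, and its direction reversed in 2 of those fits.

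Same-numbered libraries are different animals, and their deviations from the stage means had a mean correlation of 0.03, against -0.02 for other numbers. With the replicate number as a replicate block, edgeR called 0 genes higher and 0 lower, with 1367 at an unadjusted p under 0.05. Added after the data were seen, DESeq2 with the replicate block called 324 genes higher, 802 lower and 10 proliferation genes, and its Fisher p-values for the 6 sets in the order above were 1.55e-05, 5.89e-06, 5.27e-07, 0.00817, 7.57e-05 and 0.00934. With camera and the replicate block they were 5.42e-12, 1.08e-12, 6.95e-14, 3.39e-07, 1.78e-07 and 0.00141.

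Among single genes, tead3a reversed to 0.089 with replicates 1 and 2 only and ranged from -0.19 to 0.058 with a library left out. In those fits yap1 ranged from -0.0038 to 0.038, lats2 from -0.53 to 0.36 and nppa from -0.064 to 0.22, each with a change of direction. Of all results for single genes and alternatives, 7 reversed, 55 passed the adjusted threshold where they had not before, 9 no longer passed it, and 439 did neither. The marker levels were recomputed only with TMM factors and without each library in turn, which cannot move a mean of 3 libraries by 1 SD and so are no test of them. Depth limits what can be said of genes near 3 counts in one stage. Their fold changes are fitted estimates whose size is uncertain.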

Differences from the paper's values

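Supplementary Fig. 8a shows about 11 proliferation genes as significantly higher at 72 hpf, read by eye, and edgeR called 0 of them. The paper's Supplementary Fig. 8a also shows, read by eye, about 7 genes of the KEGG term Cell cycle, about 4 of DNA replication, about 4 of Aminoacyl-tRNA biosynthesis, about 6 of Pyrimidine metabolism, about 21 of Metabolic pathways and about 3 of Drug metabolism by other enzymes among the genes higher at 72 hpf. Among the genes lower at 72 hpf it shows about 13 of Lysosome, about 6 of TGF-beta signaling, about 10 of Apoptosis and about 9 of Cytokine-cytokine receptor interaction. The edgeR calls held 0 genes of each of these terms.

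Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, was the only one with counts close to those of Supplementary Fig. 8a, though not all equal to them. It called 10 of the 11 proliferation genes, without pcna, and 7, 4, 4, 6, 20 and 3 genes of the terms that are higher and 13, 6, 10 and 9 of those that are lower, in the order above. The count for Metabolic pathways is 20 against about 21 in Supplementary Fig. 8a. RLE size factors, limma voom, no filter, filterByExpr, no fold change threshold, the replicate block, the sorter covariate, replicates 1 and 2 only and the 6 fits without a library gave 0 for all of these. Chosen after seeing the values, DESeq2 after the mean filter called 9 proliferation genes and DESeq2 with the replicate block called 10, and both called genes of every one of these terms, 6 and 11 of Cell cycle and 15 and 16 of Lysosome. The paper states that pcna is significantly higher at 72 hpf, and none of the 19 fits called it. With edgeR its log2 fold change was 0.54 and its adjusted p-value 0.400. With DESeq2 they were 0.55, below the threshold of 0.585, and 0.0136.

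Read by eye, the paper's Supplementary Fig. 8d shows more raw reads at 72 hpf than at 48 hpf for yap1, tead3a and sav1. The mean raw counts here were lower at 72 hpf for all of them, 1624 against 1763 for yap1, 309 against 356 for tead3a and 470 against 475 for sav1, and each difference was smaller than the SD of the 3 libraries at 48 hpf. Counts normalized by TMM were higher at 72 hpf for yap1 (1704 against 1687) and sav1 (493 against 447), as were counts with RLE size factors (1705 against 1686 and 493 against 447), and lower for tead3a with both. The log2 fold change of tead3a was above 0 with replicates 1 and 2 only (0.089) and without replicate 3 at 72 hpf (0.058). Whether the figure shows scaled counts, or only some of the libraries, was not tested. The means of all 3 libraries given here may therefore not be the same measure.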

Other observations

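The tests of other splits with camera and the test of abundant genes were chosen after the results were seen (those with the stage as a covariate after the camera results and the other splits, though before their own result), while the other tests in this part were chosen before. The 6 libraries can be split into 3 and 3 in 10 ways, 4 of which part all same-numbered libraries. Among those 4, 2 gave as many edgeR calls as the split by stage, which gave 1, and 1 gave as many DESeq2 calls, the split by stage itself with 637 against 89, 7 and 41. The other 6 splits, each of which keeps some libraries of the same number together, gave 33 to 268 DESeq2 calls. For camera, the split by stage was the only 1 of the 4 with so small a p-value for DNA replication (1), S phase (1), G2/M (1), aminoacyl-tRNA synthetases (1), lysosome (1) and SMAD signaling (1), and 3 of the 4 were as small for Yap targets. All 9 other splits together gave adjusted p-values under 0.05 in 26 of 63 tests, but each of them sets 2 libraries of a stage against 1, and all 26 were in the direction that the remaining stage difference gives. They are therefore no measure of how often camera gives small p-values without a stage difference. With the stage as a covariate, 14 of the 63 tests were still under 0.05, 6 of them for G2/M, 3 for DNA replication, 3 for S phase and 2 for lysosome. Camera p-values may thus be too small for differences between libraries of one stage, although these splits share libraries and are not independent. For the 6 sets other than Yap targets, 0 of the 9 splits gave a p as small as the split by stage in these tests. Over all 9 other splits without the covariate, the camera p was as small as for the split by stage in 0 for DNA replication, S phase, aminoacyl-tRNA synthetases, lysosome and SMAD signaling, in 1 for G2/M and in 7 for Yap targets. With 4 splits no share can be under 0.05 whatever the data, so the count over these 4 could not exclude an arbitrary split and is no evidence for one.

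Lysosome genes were lower at 72 hpf, and RNA from leukocytes at 48 hpf was weighed as an explanation. Without the lysosome genes at or under 3 counts in all 72 hpf libraries the adjusted camera p was 2.54e-10, but only 1 of 91 genes was removed, so this could hardly have come out otherwise. If lysosome RNA followed leukocyte RNA, the library with the most of one would have the most of the other in each stage. This held in 1 of 2 stages. At 48 hpf replicate 3 had the most of both (816 and 8873 CPM), and at 72 hpf replicate 2 had the most leukocyte RNA (113) while replicate 1 had the most lysosome RNA (5711 against 5612 in replicate 2), a small difference. A contribution of leukocyte RNA to the lower lysosome genes may remain.

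Canonical Yap target genes other than the proliferation genes of Supplementary Fig. 8a were tested as a hypothesis, because the paper links the proliferation genes to Hippo signaling. No shift of the set as a whole was detected. Of 28 such genes tested, 14 had a higher estimate at 72 hpf, the median log2 fold change was -0.02 and the camera p was 0.736. The paper found nuclear Yap1 in a minority of atrial CMs, with the highest share after 72 hpf. Bulk RNA from 48 and 72 hpf is therefore a weak test of its link to Hippo signaling. The log2 fold changes of single genes went both ways. They were 0.81 for amotl2b, 1.00 for birc5a, which is also in the G2/M list, 0.03 for ccn1, 0.02 for ccn2a and -0.98 for gadd45ab. Of these, gadd45ab was called lower by DESeq2 and none was called by edgeR. The value for birc5a is uncertain, with a standard error of 1.45. Its counts were 3, 118 and 2 at 48 hpf and 38, 101 and 50 at 72 hpf.

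The most abundant genes differed little between libraries. Duplicate removal may cap their counts. On a log2 scale, the counts of the 200 most abundant genes rose with a median slope of 0.49 on the library total and those of 4688 genes with a mean count of 50 to 200 with a slope of 1.57. Their median coefficients of variation were 11.2% and 53.0%, against 16.9% for the library totals. Shares of one total must balance, so a slope under 1 in one class goes with a slope over 1 in another, and the test cannot separate this from a cap.

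Genes of the Nrg/ErbB pathway, which the paper tests at later stages, can be read in the same libraries. The ligand gene nrg2a had 84, 43 and 47 counts at 48 hpf and 2, 33 and 47 at 72 hpf, and erbb2 had 622, 718 and 505 counts at 48 hpf and 609, 554 and 701 at 72 hpf. The receptor gene erbb4b had a log2 fold change of -3.63 and was called lower by DESeq2 and not by edgeR (adjusted p = 0.400). Its paralog erbb4a had an estimate in the other direction, 5.18, and neither edgeR nor DESeq2 called it. The counts of erbb4a were 1, 1 and 0 at 48 hpf and 77, 2 and 2 at 72 hpf, mostly in replicate 1. The Wnt/β-catenin target gene axin2 had 1037, 1270 and 794 counts at 48 hpf and 756, 580 and 729 at 72 hpf, with a log2 fold change of -0.42 and an adjusted p of 0.564 from edgeR. These genes were named after their values were seen.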
